# Transcriptome Analysis of Seed Weight Plasticity in *Brassica napus*

**DOI:** 10.3390/ijms22094449

**Published:** 2021-04-24

**Authors:** Javier Canales, José Verdejo, Gabriela Carrasco-Puga, Francisca M. Castillo, Anita Arenas-M, Daniel F. Calderini

**Keywords:** *Brassica napus*, seed weight, seed number, gene co-expression, network analysis, transcriptomics, source–sink

## Abstract

A critical barrier to improving crop yield is the trade-off between seed weight (SW) and seed number (SN), which has been commonly reported in several crops, including *Brassica napus*. Despite the agronomic relevance of this issue, the molecular factors involved in the interaction between SW and SN are largely unknown in crops. In this work, we performed a detailed transcriptomic analysis of 48 seed samples obtained from two rapeseed spring genotypes subjected to different source–sink (S–S) ratios in order to examine the relationship between SW and SN under different field conditions. A multifactorial analysis of the RNA-seq data was used to identify a group of 1014 genes exclusively regulated by the S–S ratio. We found that a reduction in the S–S ratio during seed filling induces the expression of genes involved in sucrose transport, seed weight, and stress responses. Moreover, we identified five co-expression modules that are positively correlated with SW and negatively correlated with SN. Interestingly, one of these modules was significantly enriched in transcription factors (TFs). Furthermore, our network analysis predicted several NAC TFs as major hubs underlying SW and SN compensation. Taken together, our study provides novel insights into the molecular factors associated with the SW–SN relationship in rapeseed and identifies TFs as potential targets when improving crop yield.

## 1. Introduction

Research on the physiological and molecular clues in controlling seed weight (SW) has increased in recent years in model plants and staple food crops, driven by the challenge of developing high-yield varieties in order to attain food security and quality seed traits under sustainable production systems [1]. Therefore, gains in genetic yield potential are urgently needed to meet growing demands [2]. Globally, rapeseed (*Brassica napus* L.) is the third most important oilseed crop, after palm and soybean, used for oil production, animal feed, and biofuel [3]. In oil crops, the rising demand for biofuels has resulted in exponential growth, reaching an estimated global production of 612 million Mg across oil crops in 2018 [4]. This growth has also been evident in rapeseed production since 1980, reaching 75 million Mg in 2019 [5]. However, the stagnation of the yield in rapeseed has been shown in countries such as the United Kingdom, Brazil, Finland, Sweden, and the Czech Republic [6,7,8]. Therefore, new strategies aimed at increasing seed yield are urgently needed. To this end, an integrated approach combining physiology and gene mining knowledge should allow us to uncover key associations that determine complex traits such as yield.

Seed weight is a conservative plant trait across grain crops, showing high heritability [6,9,10]. In addition to these features, the SW of rapeseed has also shown narrower plasticity than other crops, such as cereals, e.g., wheat and barley [11], and oil crops, such as sunflower [12,13]. However, it has been recently demonstrated that the SW of rapeseed can fully compensate for decreases in seed number (SN) under source reduction at flowering [14]. In this regard, other work has also shown the compensation, though partial, for the SN decrease through increased SW around flowering [15,16]. This background offers an outstanding opportunity to study the physiological and molecular bases of SW regulation in rapeseed. Different genes have been reported to be involved in SW and seed size determination, such as key genes involved in the regulation of cell size and cell number of seeds, highlighting the ubiquitin–proteasome pathway [17]; phytohormone biosynthesis/signaling [18,19]; transcriptional regulatory factors, such as APETALA2 and MADS-box [20]; sugar signaling [21]. Recently, a detailed transcriptome analysis of two Brassica rapa genotypes with contrasting seed sizes in seven stages of seed development has been reported, identifying a group of cell cycle-related genes connected to variation in seed size [22]. However, these studies have mostly focused on seed size or SW under controlled conditions and, more importantly, without the evaluation of the key SN–SW compensation shown by this crop.

Brassicas are the most closely related crops to the model plant species Arabidopsis thaliana, one of the most extensively studied species in the world. The sequencing of the genome of several Brassicas has provided a key opportunity to harness the rich knowledge obtained in Arabidopsis and to transfer it to staple food crops [23].

The evidence that a reduction in SN can be fully or partially compensated by SW support the high plasticity of rapeseed, previously reported [14,15,16]. Therefore, in order to understand the SW plasticity in rapeseed, an integrated physiological and molecular approach was carried out in this study using the experiments with spring rapeseed that we previously reported [16]. In that work, we found that the source reduction from the beginning of flowering to 15 days after flowering (DAF) by shading added a new scenario to study the determinants of seed plasticity because the thousand seed weight (TSW) was enhanced, ranging from 15 to 39% in response to the seed number (SN) decrease of between 37 and 49% [16]. Therefore, the reduction in SN was partially compensated for by SW, supporting the high plasticity of SW under source reduction previously reported [14,15,16]. Finally, our study aimed to use bioinformatics analysis to identify the genes associated with SN and SW compensation under field conditions, which may be helpful targets for yield improvement in rapeseed and other crops, breaking the extensively reported trade-off between the two major yield components. The feasibility of breaking this trade-off has been recently demonstrated in wheat [24].

## 2. Results

### 2.1. Multivariate Analysis of RNA-Seq Data Uncovers the Main Factors Affecting Seed Transcriptomes in Rapeseed under Field Conditions

In order to gain new insights into the molecular factors underlying SW plasticity in rapeseed under field conditions, we performed a detailed transcriptomic analysis of seed samples obtained from two spring genotypes (Lumen and Solar) subjected to different S–S ratios [16]. We extracted total RNA from seeds at two different times during seed filling to capture early and late responses to S–S ratio treatments (7 and 14 days after flowering, respectively). We obtained 1240 million reads from 48 samples comprising both genotypes, two S–S ratios from two sowing date treatments with three replicates. 

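The 48 libraries formed 16 groups of 3 replicates, with a group for each combination of genotype (Lumen or Solar, both spring hybrids), S–S ratio, sowing date (optimal or late) and developmental time (7 or 14 DAF). The S–S ratio was either that of control plots or that of plots under nets that intercepted 75% of the radiation from the beginning of flowering to 15 DAF. Each library held RNA from the seeds of 25 siliques on each of 5 plants of a plot, and the libraries of both times were matched to the 24 plots by their replicate number, a match that the paper does not state. The authors pseudo-aligned the reads with kallisto and normalized the transcript levels (TPM) between libraries with sleuth. The deposited score of a gene is this normalized TPM rounded to a whole number. This was checked against the unrounded values of genes in 45 libraries in the readable part of Table S6, where the largest difference was 0.5 TPM. Of the 101040 genes listed, 26899 were at 0 in every library, and between 51583 and 56691 genes per library were above 0. The normalized TPM summed to between 908993 and 1219380 per library. The median sum for the optimal sowing date was 945137 at 7 DAF and 984648 at 14 DAF, and for the late sowing date it was 987410 at 7 DAF and 1063670 at 14 DAF (n = 12 libraries each). TPM keep no number of reads, so the depth behind each value is unknown, and rounding limits the precision of genes at a few TPM. The values were used without further scaling as log2(TPM + 0.5), which understates the fold change of genes with low values. A limma model with S–S ratio (SS), genotype (G), developmental time (T), sowing date (SD) and all their interactions as 15 terms was fitted to the 53810 genes with at least 1 TPM in at least 47% of the libraries, and p was adjusted by the Benjamini-Hochberg (BH) method. Among these genes, 429 had exactly the values of another gene in every library, and since near-identical copies can share reads, such genes are uncertain. The first 2 principal components of the tested genes held 25.1 and 16.2% of the variance. On the first component, 19 of the 24 libraries at 14 DAF and 1 of the 24 at 7 DAF lay above 0, and on the second component 0 libraries labelled Lumen and 16 labelled Solar did. The genotype labels were checked with 47 genes detected only in Solar and 51 detected only in Lumen at 14 DAF in the late sowing date. In the other 18 libraries labelled Lumen, the Solar share of these transcripts was at most 1.69%. In the other 18 libraries labelled Solar, it was at least 99.1% in 5 libraries, between 10.9 and 87.0% in 11 libraries, and 1.35 and 1.34% in the libraries labelled control and shading at 7 DAF in the optimal sowing date, replicate 2. These last 2 libraries were also the closest of all 1128 pairs, with a median absolute log2 difference of 0.066 over 9861 genes, although their S–S ratio labels differ. Wherever a difference between genotypes or groups is given, Solar stands for libraries labelled Solar.

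**Figure D1:**
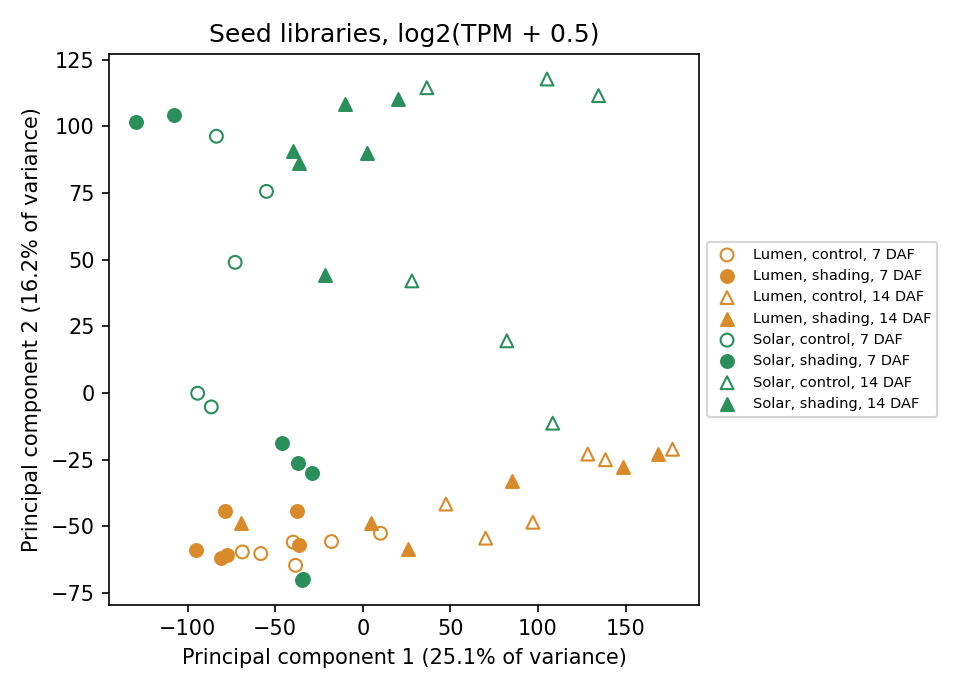
Principal components of log2(TPM + 0.5) of the 53810 tested genes in the 48 libraries. The horizontal axis is the first component (25.1% of the variance) and the vertical axis the second (16.2%), and each point is a library, marked by genotype label, S–S ratio and developmental time. Most libraries at 14 DAF lie to the right of 0, and the 16 libraries above 0 are all labelled Solar.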

On average, each sample had 26 million reads, of which 73% were mapped to the Brassica napus reference transcriptome using kallisto software [25] (Figure S1). To interpret this large transcriptomics dataset, we designed a multivariate linear model testing whether the expression of a given gene could be explained by the seed response to the S–S ratio (SS), genotype (G), developmental time (T), sowing date (SD), and the interaction of these factors. 

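A gene counted as regulated when at least 1 of the 15 terms had an adjusted p under 0.01 (limma, BH). This held for 34135 of the 53810 genes tested, and 17747 of them had exactly 1 term past the threshold (52.0%, Wilson 95% confidence interval 51.5 to 52.5%). The interval covers counting error only, and genes are not independent of each other. Among the main effects, T was past the threshold for 18209 genes (8978 higher at 14 DAF), G for 14081 (6769 higher in Solar), SD for 11270 (5564 higher in the late sowing date) and SS for 4957 (3324 higher and 1633 lower under shading). In the field, sowing date was assigned to main plots and the S–S ratio to subplots. The model had no term for these levels, so it treats libraries that share a main plot or subplot as independent. With treatment coding, in which a main effect is read in a reference group of 3 replicates alone (Lumen, control, optimal sowing date, 7 DAF), 84.3% of the regulated genes had a single term and the number of genes with an SS effect was 1.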

We fit all expressed genes with this full linear model using sleuth [26] (Figure 1A), and we found that the expression of 78.7% of the regulated genes (27,353 of 34,764 genes, Table S1) could be best explained by a single term. This indicates a low synergistic effect of the factors analyzed (Figure 1A). 

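The interaction of G, T and SD was past the threshold for 4202 genes, with a positive coefficient in 2227 and a negative one in 1975 (limma, BH-adjusted p under 0.01). With each library left out in turn, this number stayed between 3351 and 5304. Of the other 10 interactions, G × SD was past the threshold for 2949 genes, G × T for 2427, T × SD for 1718 and T × SS for 415. The remaining 6 interactions had 0 genes past the threshold and between 2622 and 6745 genes with an unadjusted p under 0.05, where chance alone gives 2690.5. The number for T × SS rested on single libraries: it was 169 without Lumen, shading, late sowing date, 7 DAF, replicate 2, and 1326 without the library labelled Solar, shading, optimal sowing date, 7 DAF, replicate 2. The number for G × SD was 4895 without the library labelled Solar, shading, late sowing date, 7 DAF, replicate 1, and that for T × SD lay between 1117 and 2785 without Lumen, shading, late sowing date, 14 DAF, replicates 1 and 2, respectively. All terms with G use the labels, and the mean share of Solar transcripts in the libraries labelled Solar was 21.8% at 7 DAF and 65.7% at 14 DAF in the optimal sowing date and 79% at 7 DAF in the late sowing date, relative to 14 DAF in the late sowing date.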

The only remarkable synergistic effect was found among G, T, and SD (4741 genes, Figure 1A and Table S1). In contrast, the response to the S–S ratio occurred independently from the sowing date (Figure 1A).

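The SS × SD interaction, a test of whether the shading response differed between sowing dates, had 0 genes past the threshold and 3372 genes with an unadjusted p under 0.05 (limma, BH). It also had 0 genes at an adjusted p under 0.05. With all 48 libraries, the largest number for SS × SD under another setting was 7 genes, with no filter on low values, and 15 genes were past the threshold without the library labelled Solar, shading, optimal sowing date, 7 DAF, replicate 2. The T × SS × SD interaction, which tests whether such a difference changed with time, also had 0 genes past the threshold, but 11 with no filter on low values, 61 at an adjusted p under 0.05, and 165 without the 2 libraries of the closest pair (a setting chosen after seeing the data). The paper states from Figure 1A that the shading response did not depend on the sowing date.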

Then, we intersected all the significantly regulated genes uncovered by multivariate analysis to find the genes exclusively regulated by each factor. In addition, we filtered out all genes that were regulated by sowing date to reduce the environmental effect on the main factors. In this manner, we identified 9227, 6698, and 1014 genes exclusively regulated by T, G, and SS, respectively (Figure 1B and Table S1). 

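Exclusively regulated genes were those past the threshold for a main effect and for none of the other 14 terms. There were 6470 such genes for T, 5727 for G and 988 for SS (limma, BH-adjusted p under 0.01). The SS number moved between 854 and 1111 with each library left out in turn, and fell to 649 when genes needed at least 5 TPM in at least 10% of the libraries. The genes for G were found by comparing libraries labelled Solar with libraries labelled Lumen.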

The number of genes affected by two or more factors was low except for the cases of SS and T, which were higher than SS alone (Figure 1B).

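Without an SD effect or an interaction, 1756 genes were past the threshold for both G and T, 1073 for both SS and T, 197 for both SS and G, and 222 for all 3 factors (limma, BH-adjusted p under 0.01).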

### 2.2. Genes Regulated by Development Time under Field Conditions Are Highly Enriched in Biological Processes Related to Seed Filling

The experimental factor with a higher impact on the rapeseed transcriptome of seeds was developmental time. A detailed analysis of these genes is relevant because it provides information about the biological processes that are regulated during seed filling under field conditions. To identify genes preferentially expressed at the initial and middle stages of seed development, we performed a hierarchical clustering analysis of the genes exclusively regulated by time using the Pearson’s correlation to measure the similarity among genes. In this manner, two clusters with similar sizes were identified (Figure 2). 

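Hierarchical clustering (1 − Pearson's r, average linkage) of the mean profiles of the time-exclusive genes over the 16 groups gave 2 clusters. The cluster with higher expression at 7 DAF held 2958 genes (45.7%, Wilson 95% confidence interval 44.5 to 46.9%, counting error only), with a median log2 fold change between 14 and 7 DAF of −0.39. The other cluster held 3512 genes with a median of 0.52. When each library was rescaled to sum to 1000000, 61.7% of the time-exclusive genes were in the cluster higher at 7 DAF, so which cluster is larger depends on the scaling. Among genes that moved the same way in all 8 groups, BnaA08g31220D fell most, from 8.00 ± 5.72 TPM at 7 DAF to 1.54 ± 2.00 TPM at 14 DAF (SD, n = 24 libraries each), a log2 fold change of −2.36 (standard error 0.33, adjusted p = 2.95e-07, limma, BH). The largest rise, from 6.21 ± 6.57 to 319 ± 416 TPM (log2 fold change 4.93, standard error 0.45, adjusted p = 4.51e-11, limma, BH), was listed with identical values for BnaA03g21520D and BnaC03g25910D, so it cannot be assigned to either copy.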

Cluster 1 is composed by 4173 genes for which the expression was higher at 7 DAF. This temporal expression pattern was consistent between genotypes, S–S ratio treatments, and sowing dates. 

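The direction of the time-exclusive genes was compared within each of the 8 combinations of genotype, S–S ratio and sowing date (3 libraries at 7 DAF and 3 at 14 DAF). In the control plots, between 90.4 and 96.4% of these genes moved in the direction of the whole set of libraries. In the shaded plots, this share was 89.5% in libraries labelled Solar and 85% in Lumen in the late sowing date, and 63.9% in libraries labelled Solar and 75.6% in Lumen in the optimal sowing date. All 8 combinations had the same direction for 1569 genes (24.3%), and at least 7 of them for 69.3%. These shares are descriptions without a test. In the shaded libraries labelled Solar of the optimal sowing date, the mean share of Solar transcripts was 13.5% at 7 DAF and 89.1% at 14 DAF. Time is thus mixed with a change of material in this combination.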

To provide an overview of the biological pathways related to the genes of cluster 1, we performed a Gene Ontology (GO) overrepresentation analysis using BiNGO software [28]. We found that ribosomal assembly, histone modification, response to cadmium ion, and ovule development were the most enriched biological processes (Figure 2 and Table S2). Genes encoding for ribosomal proteins of the L10 and L34 families were expressed in higher levels at 7 DAF compared with at 14 DAF (Figure S2A). In addition, this set of genes was significantly enriched (q-value < 0.01) in cell division-related GO terms including “DNA unwinding involved in replication”, “regulation of DNA metabolic process”, and “cell division” (Figure 2 and Table S2). 

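The annotation in the readable parts of the supplementary tables covers 5777 genes and names 2 tested genes of the L10 family and 2 of the L34 family. Both L10 genes were higher at 7 DAF: BnaA03g30850D had 149 ± 48.1 TPM at 7 DAF and 103 ± 49.9 TPM at 14 DAF (SD, n = 24), and a log2 fold change of −0.60 (standard error 0.10, adjusted p = 3.89e-06, limma, BH). BnaA10g19850D had a log2 fold change of −0.56 (standard error 0.09, adjusted p = 7.48e-06, limma, BH). Of the L34 genes, BnaA10g18870D was higher at 14 DAF, by a log2 fold change of 0.45 (standard error 0.05, adjusted p = 5.29e-09, limma, BH). BnaA03g33110D was not past the threshold, with a log2 fold change of −0.18 (standard error 0.11, adjusted p = 0.213, limma, BH). None of these 4 genes was time-exclusive, since the others were also past the threshold for SD. The paper describes genes of its time-exclusive cluster, so these 4 genes need not be the ones it means. The direction of each of these 4 genes was unchanged (0 changes of sign) by rescaling to a sum of 1000000, median-ratio rescaling and quantile normalization.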

In summary, the functional overview of these genes suggests that protein biosynthesis and cell division are biologically active functions during the early stages of seed development.

On the other hand, the expression levels of genes from cluster 2 were increased at 14 DAF. The most enriched biological processes were related to vacuole organization and Golgi vesicle-mediated transport (Figure S2B). In addition, we detected other significantly enriched GO terms related to lipid metabolism, such as the “acetyl-CoA biosynthetic process” or the “positive regulation of fatty acid biosynthetic process”. These results suggest that genes related to lipid biosynthesis and storage protein trafficking are preferentially expressed during the mid-stages of seed development.

### 2.3. Reduction in the Source–Sink Ratio at Flowering Induces the Expression of Genes Involved in Stress Response and Seed Weight

Manipulations of the S–S ratio at the beginning of seed filling is a well-known experimental factor that impacts the seed yield components in rapeseed [14,15,16,30]. We previously showed that the shading treatment during seed filling reduces SN and SW in rapeseed [14,16]. To obtain information about the molecular factors underlying the negative effect of reducing the S–S ratio on SN and the positive impact on SW, we analyzed the expression patterns and functional annotations of 1014 genes exclusively affected by the shading treatment in more detail. 

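The mean profiles of the SS-exclusive genes were clustered in the same way. A cluster of 834 genes was induced by shading (84.4%, Wilson 95% confidence interval 82 to 86.5%, counting error only), with a median log2 fold change of 0.82, and the other held 154 genes lowered by shading with a median of −0.28. The share of induced genes was 77.2% with quantile normalization, and at an adjusted p under 0.05 in place of 0.01, 628 of 889 SS-exclusive genes were induced. The direction was the same in all 8 combinations of genotype, sowing date and developmental time for 339 genes (34.3%). Within the combinations, the share of genes in the common direction was lowest in Lumen at 14 DAF in the late sowing date (65.1%) and lay between 84.9 and 98.2% in the other 7, without a test. The largest rise among genes that moved the same way in all 8 was that of BnaC04g04080D, from 10.1 ± 9.61 TPM in control to 96.9 ± 110 TPM in shaded plots (SD, n = 24 libraries each), a log2 fold change of 2.99 (standard error 0.43, adjusted p = 4.34e-06, limma, BH). BnaC07g46420D followed, with a log2 fold change of 2.97 (standard error 0.37, adjusted p = 3.59e-07, limma, BH). BnaC08g43310D fell most, from 23.9 ± 13.3 to 10.4 ± 9.26 TPM, a log2 fold change of −1.37 (standard error 0.26, adjusted p = 0.000187, limma, BH).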

Hierarchical clustering analysis showed that 90.4% of these genes (917 out 1014 genes) were induced by shading and that only 97 genes were downregulated by this treatment (Cluster 2 and Figure 3A). A Gene Ontology enrichment analysis reveals that several biological functions related to stress response, including the ABA signaling pathway were induced by the S–S ratio (Figure 3A and Table S2). Moreover, we found sucrose transport between the most overrepresented biological processes, which includes genes associated with seed weight such as bidirectional sugar transporters such as *SWEET 11* and *SWEET 12*. We selected three genes of the GO term “sucrose transport” to show the regulatory effect of shading treatment on the expression of these genes (Figure 3B). 

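The gene BnaC03g52910D (SWEET11) had 3.33 ± 1.97 TPM in control and 9.04 ± 5.28 TPM in shaded plots (SD, n = 24 libraries each), a log2 fold change of 1.27 (standard error 0.19, adjusted p = 1.09e-05, limma, BH), and was higher under shading in 8 of 8 combinations of genotype, sowing date and developmental time. BnaC07g13570D (SUC2) rose from 1.42 ± 0.654 to 3.25 ± 1.26 TPM, also in 8 of 8 combinations, with a log2 fold change of 0.94 (standard error 0.18, adjusted p = 0.000241, limma, BH). BnaC09g04760D (SWEET12) rose from 1.92 ± 1.44 to 4.08 ± 3.06 TPM, with a log2 fold change of 0.92 (standard error 0.21, adjusted p = 0.00180, limma, BH). It was higher under shading in 7 of 8 combinations and fell by 0.46 (log2, SEM 0.52, n = 3) in Lumen at 7 DAF in the optimal sowing date, which is the value that treatment coding tests. Adjusted p of the 3 genes stayed under 0.01 in each of the 48 fits that left out a library, with a highest value of 0.00357 for SWEET12. The readable annotation lists 3 tested genes of the SWEET family, of which 1 was past the threshold as higher and 1 as lower under shading, and no scaling changed these directions (0 changes of sign). SUC2 lay between 0 and 6 TPM, so its fold change is coarse.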

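Among the genes shown in Figure 3C, BnaA02g18890D (DA2) had 2.46 ± 0.658 TPM in control and 4.21 ± 2.47 TPM in shaded plots (SD, n = 24), a log2 fold change of 0.57 (standard error 0.11, adjusted p = 0.000333, limma, BH). Its rise was largest in Lumen at 7 DAF in the late sowing date, at 1.99 (log2, SEM 0.52, n = 3), and smallest in libraries labelled Solar at 14 DAF in the optimal sowing date, at 0.041 (SEM 0.25, n = 3). BnaC07g32280D (FER) rose from 0.542 ± 0.509 to 1.29 ± 1.08 TPM and was higher in 7 of 8 combinations, but its log2 fold change of 0.74 was not past the threshold (standard error 0.24, adjusted p = 0.0285, limma, BH). It was past the threshold in 0 of the 48 fits that left out a library, with an unadjusted p under 0.05 in the fit of all libraries. BnaA01g24090D (ETR2) reached at least 1 TPM in 11 of the 48 libraries, all of them shaded, and at most 2 TPM, so it was below the filter on low values. When genes needed at least 1 TPM in only 3 libraries, its log2 fold change was 0.76 (standard error 0.19, adjusted p = 0.00526, limma, BH). Of 17 genes that the paper names or shows, 16 were tested. Of these, 15 were past the threshold for SS over all genes tested and 16 when adjusted over the list alone (limma, BH). The study chose this list on these samples, so the second number is not independent evidence.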

Interestingly, we found that genes regulated by the S–S ratio significantly intersect (*p*-value < 0.05) a list of well-known genes involved in SN and SW determination [31], which include *SWEET* genes, receptor-like protein kinase *FERONIA* (*FER*), or the RING-type protein with E3 ubiquitin ligase activity (*DA2*) [32] (Figure 3C).

### 2.4. Gene Co-Expression Network Analysis Uncovers Novel Gene Modules Related to Seed Yield and Quality under Field Conditions

In order to identify the key molecular drivers underlying important agronomic traits, such as SN, SW, or oil concentration, we performed a weighted gene co-expression network analysis (WGCNA) [33] with all of the expressed genes at two different developmental times for rapeseed seeds and the physiological traits obtained from the same experiment [16] (Table S3). WGCNA allows for the identification of modules of highly co-expressed genes and relates the modules to external sample traits [33]. We excluded genes for which the mRNA levels were consistently low (less than 5 tpm in more than 90% of the samples) from this gene co-expression network analysis. In addition, we filtered out 25% of the genes with the lowest coefficients of variation at each developmental time since non-varying genes are less likely to have biologically relevant differences. 

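At 7 DAF, 36344 genes had at least 5 TPM in enough of the 24 libraries to pass the filter on low values (under 5 TPM in more than 90% of libraries), and at 14 DAF 37845 did. Removal of the 25% of these genes with the lowest coefficient of variation left 27258 genes at 7 DAF and 28383 at 14 DAF. A limit of 1 TPM in place of 5 TPM moved these numbers most, to 46296 and 48474.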

In total, 25,963 and 27,025 genes meet these criteria at 7 and 14 DAF, respectively. After performing the WGCNA analysis with these genes, we obtained a gene co-expression network composed of 27 different modules at 7 DAF (Figure 4 and Table S4) and a second network with 17 different modules at 14 DAF (Figure 5 and Table S4). Therefore, the number of modules detected at 14 DAF was remarkably lower than that during the early stage of seed development (7 DAF), suggesting that the transcriptome complexity is higher during initial stages of the seed filling period.

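The networks were re-derived with an own implementation of the steps of WGCNA: absolute Pearson's r of TPM, soft-thresholding powers of 9 at 7 DAF and 8 at 14 DAF, topological overlap, average linkage, a dynamic tree division at deepSplit 2, modules of at least 30 genes, and merging of eigengenes at a height of 0.2. The 7 DAF network had 30 modules, with 16042 genes in none, and the 14 DAF network had 21 modules, with 15288 genes in none. The number at 14 DAF moved most, to 12 modules with deepSplit 1 and 34 with deepSplit 3. It was lower than at 7 DAF under each of the 7 alternatives, which gave 22 to 43 modules at 7 DAF. In simulated data with 4 modules, all 4 were recovered, and 367 genes simulated outside any module were also placed in modules.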

In the 7 DAF network, we found that 11 out of 27 modules had a significant correlation (*p*-value < 0.01) with at least one physiological trait (Figure 4A). 

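Each module was represented by its eigengene, the first principal component of its genes, and compared with the 12 physiological traits of Table S3 over the 24 plots. At 7 DAF, 12 of the 30 modules had a Pearson's r with an unadjusted p under 0.01 for at least 1 trait. In 3 modules this held for both SN and TSW, and in all 3 the correlation with TSW was positive.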

Nonsignificant correlated modules with physiological traits were discarded for further analyses. The turquoise, blue, yellow, and red modules were the biggest modules, with more than 500 genes each (Figure 4B). Interestingly, the yellow and red modules were significantly correlated with SN and TSW, whereas the turquoise and blue modules were correlated with seed and protein content.

An inverse relationship between SN and TSW was observed in the first case. 

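Over the 24 plots of Table S3, SN and TSW had a Pearson's r of −0.858. It was −0.544 within the 12 control plots, −0.774 within the 12 shaded plots and 0.309 with the means of the 8 groups of plots removed. Mean SN was 183286 ± 39446 per square metre in control and 102751 ± 28200 in shaded plots, and mean TSW was 3.37 ± 0.259 g in control and 4.35 ± 0.431 g in shaded plots (the paper's trait values, SD, n = 12 plots each). The module that held the most transcription factors (TFs) of the yellow module of Table S5, called yellow-like here, had an r of −0.531 with SN (permutation p = 0.00660, BH-adjusted p = 0.00660; Spearman's rho −0.543, permutation p = 0.00682) and of 0.543 with TSW (permutation p = 0.00496, BH-adjusted p = 0.00660; rho 0.594, permutation p = 0.00258), among 4 relations of 2 modules, all tests 2-sided. Without the 2 plots farthest from the median eigengene, r was −0.523 (BH-adjusted permutation p = 0.0227) and 0.611 (0.0105). Within the control plots, r was 0.513 with SN (permutation p = 0.0867) and −0.177 with TSW (0.578), and within the shaded plots it was −0.201 (0.533) and 0.0546 (0.870). With the means of the 8 groups removed, r was 0.0468 (permutation p = 0.668) and 0.0582 (0.891).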

The same inverse relationship was obtained for the second case. The GO enrichment analysis revealed that all of the modules correlated with physiological traits contained overrepresented biological processes (q-value < 0.01) except for the case of the salmon and cyan modules (Figure 4B). 

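In the 7 DAF network, 2 modules with 1263 genes in all had more than 80% of their genes past the threshold for G. The larger of them, with 1174 genes, had 94.6% such genes. In the largest module, with 1275 genes, the share was 34.6%. G compares libraries labelled Solar with libraries labelled Lumen.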

An intersection analysis showed that more than 80% of genes from the turquoise and blue modules were significantly regulated by genotype according to the multivariate analysis (Figure 4C). The yellow module was the only co-expression module that showed a high percentage of genes regulated by the S–S ratio treatment (>80%), whereas several small modules, such as green-yellow, cyan, or light green, were enriched in genes regulated by developmental time and sowing date (Figure 4C).

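In the yellow-like module, 78.2% of the genes were past the threshold for SS. The module with the next highest share (73.4%, 169 genes) was correlated with no trait. Among modules correlated with a trait, the next highest share was 48.2%. T was past the threshold for more than 50% of the genes in 13 of the modules at 7 DAF.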

In the case of the gene co-expression network constructed from the dataset of 14 DAF, we identified 12 out of 17 modules showing significant correlation (*p* < 0.01) with at least one physiological trait (Figure 5A). 

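At 14 DAF, 10 of the 21 modules had an unadjusted p under 0.01 with at least 1 trait (Pearson's r over 24 plots). In 2 of them this held for both SN and TSW. The number was 5 without replicate 1 and 18 with deepSplit 3.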

The GO enrichment analysis showed that eleven modules were enriched (q-value < 0.01) in GO terms related to specific biological functions. The average size of these modules was 1148 genes, which is 1.6-fold higher than that in the early developmental time network. 

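The modules with a trait correlation had a mean size of 478 genes at 7 DAF and 986 genes at 14 DAF. With log2(TPM + 1) in place of TPM, the order was reversed, with means of 517 and 292 genes.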

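At 7 DAF, 8 modules had more than 500 genes, and 4 of these 8 were correlated with a trait. At 14 DAF, 6 modules had more than 500 genes, and 3 of them were correlated with a trait. With a signed network, 5 and 6 modules of more than 500 genes were correlated with a trait at 7 and 14 DAF, and with log2(TPM + 1) 4 and 2 were.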

In fact, the number of modules with more than 500 genes was twice that in the previous time network (8 vs. 4) (Figure 5B). The gene co-expression modules of larger sizes (turquoise and blue) was significantly correlated with seed protein and oil concentration. Similar to the previous gene co-expression network, these modules were also enriched in genes regulated by genotype (Figure 5C).

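At 14 DAF, 3 modules with 5607 genes in all had more than 80% of their genes past the threshold for G, as labelled. The largest module, with 4359 genes, had 94.9% such genes, and the second largest, with 2932 genes, had 15.1%.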

### 2.5. Identification of Regulatory Factors Associated with the Compensation of SW and SN Decreases by Source–Sink Restriction at Flowering

The 7 DAF co-expression network showed that three modules positively correlated with SW and negatively with SN (yellow, light-green, and cyan; Figure 4). The light-green and cyan modules were discarded after further analysis due to their low enrichment in genes significantly regulated by S–S treatment and their low number of enriched GO terms (Figure 4B). In contrast, the yellow co-expression module showed a high percentage of significantly regulated genes in the S–S treatment (>80%, q-value < 0.01) and 16 significant enriched biological functions (Figure 4, q-value < 0.01). Therefore, we selected this module for further detailed analysis and to identify the candidate genes related to SW compensation. This module was composed of 1023 genes that are associated with several biological processes related to stress and phytohormone responses and signaling (Figure 6). 

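The yellow-like module held 693 genes, and its eigengene explained 82.8% of their variance. Of the 81 TFs that Table S5 lists for the yellow module, 45 were in the yellow-like module and 22 in no module. Its size lay between 515 and 1860 genes over the alternatives, with the largest size found without replicate 1. The mean z-score of its genes was highest in Lumen, shading, late sowing date (1.52 ± 1.59, SD, n = 3), followed by libraries labelled Solar, shading, late sowing date (0.451 ± 0.726) and Lumen, shading, optimal sowing date (0.343 ± 0.268). The libraries labelled Solar, shading, optimal sowing date had a mean of −0.0389 ± 0.521, and the 4 control groups lay between −0.678 and −0.428. The spread between replicates in Lumen, shading, late sowing date was as large as its difference from the other shaded groups.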

Interestingly, we found that the yellow module is significantly enriched in the molecular function “transcription factor activity” with 96 genes (Figure 6C). 

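Of the 81 TFs of the yellow module in Table S5, 22 carry a NAC domain in its annotation. In the re-derived network, 11 of these 22 were in the yellow-like module and 2 in no module. Of these 22, BnaA05g37400D was not tested. SS was past the threshold for 19 of the 21 tested (limma, BH-adjusted p under 0.01), and all 21 had a higher value under shading. Of the 30 tested genes with a NAC annotation, 22 are TFs that Table S5 lists for the yellow or the red module, which the study chose from modules correlated with the traits, and 20 of these were past the threshold as higher under shading. Of the 8 others, 2 were. None of the 30 was past the threshold as lower, under each of the 3 other scalings too.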

The NAC family was the most prevalent family of TFs in this module with 25 genes (Figure 6D). In order to identify candidate TFs underlying SW increase, we used intramodular connectivity since the relationship between connectivity and gene essentiality is well known [34]. Specifically, a module membership (kME) threshold higher than 0.85 was selected as an indicator of high intramodular connectivity to identify hub genes. In addition, candidate TFs were ranked by their average gene significance (GS) with SN and SW traits. In this way, we identified *BnaC09g47170D* (*NAC082*), *BnaA07g38140D* (*CRF6*), and *BnaC01g44850D* (*NGAL2*) at the top TFs (Table S5). 

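The module membership was recomputed as the correlation of each TF of Table S5 with the eigengene of the yellow-like module. It was above 0.85 for 70 of the 81 TFs, with a median of 0.923. The study listed all of these TFs with a membership above 0.85 on these samples. The yellow-like module was also chosen by them, so a high membership was largely fixed in advance.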

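The gene significance was recomputed as the mean of the absolute Pearson's r with SN and with TSW over the 24 plots. The values of Table S5 for the yellow TFs differed from the recomputed ones by a median of 0.0149 with log2(TPM + 1) and 0.0527 with TPM. All 81 TFs had a positive r with TSW and a negative r with SN. The study chose the yellow module for these correlations on these samples, so the signs are not independent evidence.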

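By the mean absolute r of TPM, CRF6 (BnaA07g38140D, 0.627) ranked 5 and NGAL2 (BnaC01g44850D, 0.606) ranked 10 among the 81 TFs, and with log2(TPM + 1) they ranked 4 and 2. Their memberships in the yellow-like module were 0.880 and 0.956, and that of NAC082 (BnaC09g47170D) was 0.921, although the module assignment at 7 DAF left all 3 in no module. Under shading, NGAL2 rose from 2.71 ± 1.43 to 7.38 ± 5.04 TPM (SD, n = 24), a log2 fold change of 1.13 (standard error 0.14, adjusted p = 3.54e-07, limma, BH). CRF6 had a log2 fold change of 1.19 (standard error 0.21, adjusted p = 6.82e-05, limma, BH), and NAC082 rose from 9.04 ± 2.68 to 17.5 ± 9.90 TPM, a log2 fold change of 0.80 (standard error 0.14, adjusted p = 6.18e-05, limma, BH).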

Interestingly, it has been demonstrated that NGAL2 regulates seed size in Arabidopsis [35,36]. Moreover, we found two TFs (NAC041 and IDD1) with high intramodular connectivity, which have been previously associated with cell wall biosynthesis and seed development in Arabidopsis, respectively [37,38]. As shown in Figure 6E, the mRNA levels of *NAC082*, *NGAL2*, *NAC041,* and *IDD1* were positively correlated with SW and negatively correlated with SN (*p*-value < 0.001), indicating that these TFs might be involved in the control of the SW and SN relationship.

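Over the 24 plots at 7 DAF, the TPM of NAC082 had a Pearson's r of −0.657 with SN (permutation p = 0.00040, BH-adjusted p = 0.00163; Spearman's rho −0.766, permutation p = 2e-05) and of 0.703 with TSW (permutation p = 0.00015, BH-adjusted p = 0.00120; rho 0.787, permutation p = 1e-05, the smallest that 100000 permutations can give). For NGAL2, r was −0.631 with SN (permutation p = 0.00068, BH-adjusted p = 0.00170; rho −0.775) and 0.581 with TSW (permutation p = 0.00246, BH-adjusted p = 0.00295; rho 0.744). For NAC041 (BnaC04g43920D), r was −0.593 (permutation p = 0.00136, BH-adjusted p = 0.00249; rho −0.635) and 0.648 (permutation p = 0.00045, BH-adjusted p = 0.00163; rho 0.670). For IDD1 (BnaA09g52630D), r was −0.579 (permutation p = 0.00251, BH-adjusted p = 0.00295; rho −0.666) and 0.638 (permutation p = 0.00068, BH-adjusted p = 0.00170; rho 0.721). The adjustment covers 20 relations, of 10 TFs with 2 traits, of which 19 were past an adjusted p of 0.01. Without the 2 plots farthest from the median expression, r with SN was −0.677 for NAC082, −0.688 for NGAL2, −0.575 for IDD1 and −0.559 for NAC041, the last with a BH-adjusted permutation p of 0.0120. Within the 12 control plots, r of NAC082 was −0.326 with SN (permutation p = 0.323) and 0.621 with TSW (permutation p = 0.0422), and within the 12 shaded plots it was −0.473 (permutation p = 0.122) and 0.394 (permutation p = 0.206). With the means of the 8 groups removed, it was 0.0781 (permutation p = 0.557) with SN and 3.37e-05 with TSW. Of the 20 relations, 0 were past the threshold within control plots, within shaded plots or with group means removed, and 2, 2 and 1 of them had an unadjusted p under 0.05. With 12 plots an r of the size found over all plots would hardly pass this threshold, so the numbers within control and within shaded plots do not exclude a relation. The sign was that over all plots for 14 of the 20 within control plots (median absolute r 0.209), for 20 of the 20 within shaded plots (0.395) and for 7 of the 20 with group means removed. From the correlations over all plots, the paper proposes that these TFs take part in the relationship of SW and SN.

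**Figure D2:**
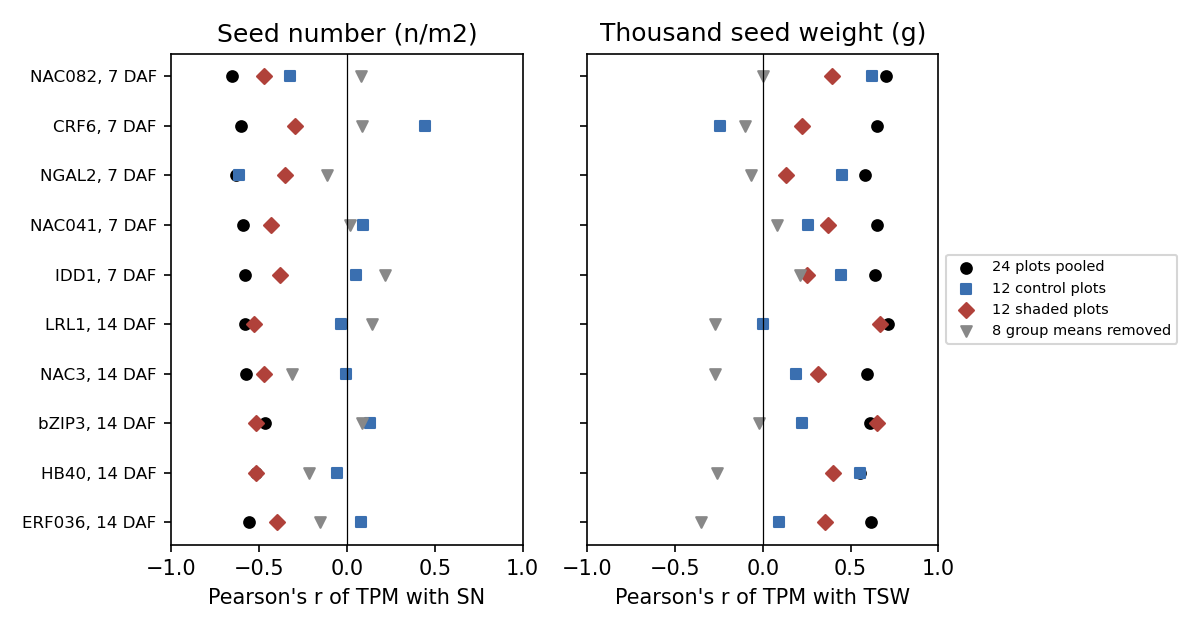
Pearson's r of the TPM of 10 TFs with SN and with TSW, for the yellow TFs at 7 DAF and the red TFs at 14 DAF. Points stand for all 24 plots, the 12 control plots, the 12 shaded plots, and the 24 plots with the means of the 8 groups removed. Over all plots the absolute r lies between 0.469 and 0.710, and with group means removed its median is 0.127.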

In the case of the 14 DAF co-expression network, we found that the red and midnight blue modules were significantly correlated with SW and SN (Figure 5A), although only the red module is highly enriched in genes significantly regulated by the S–S treatment (>80%, Figure 5C). 

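The module of the 14 DAF network that held the most red TFs of Table S5 (14 of 19), called red-like here, had 183 genes, and its eigengene explained 87.3% of their variance. SS was past the threshold for 97.8% of its genes. It shared 135 genes (73.8%) with the yellow-like module, where chance gives 2.45%. Its mean z-score was highest in Solar, shading, late sowing date (1.91 ± 1.30, SD, n = 3), followed by Lumen, shading, optimal sowing date (0.591 ± 0.715). It was −0.157 ± 0.150 in libraries labelled Solar, shading, optimal sowing date and −0.477 ± 0.0414 in Lumen, shading, late sowing date, the group with the highest yellow-like mean.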

Interestingly, the expression profile of this module is similar to that of the yellow module of the 7 DAF co-expression network (Figure 7A); in fact, 53% of genes from the red module are shared with the yellow one. However, the size of the red module is about 40% lower than that of the yellow module of the 7 DAF co-expression network (638 vs. 1023 genes), suggesting that genes involved in the SW response are preferentially expressed at early stages of seed development. Accordingly, the total number of genes significantly correlated with SW and SN is 1586 genes at 7 DAF, which is two-fold higher than the case of 14 DAF network (739 genes). 

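The yellow-like module was 3.79 times as large as the red-like module. This order was not kept by every alternative: the 2 modules held 1025 and 1196 genes with deepSplit 1, and 733 and 762 genes without replicate 2. With a signed network they held 1219 and 1014 genes.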

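At 7 DAF, 1884 of the network genes (6.91%) had an unadjusted p under 0.01 for both SN and TSW with opposite signs (Pearson's r of TPM over 24 plots), 1422 of them positive for TSW. At 14 DAF, 868 genes did (3.06%), 532 of them positive for TSW, so the ratio of the numbers was 2.17. Both criteria were met at both times by 165 genes. At a BH-adjusted p under 0.05, the numbers were 60 and 4. They were 205 and 124 without replicate 3. With the means of the 8 groups removed, 0 genes were left at either time, and since traits permuted within the groups also gave 0, this number does not test the relation. The number at 7 DAF was the higher under each of the alternatives that left any gene.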

Overall, these results suggest that early stages of seed development are better predictors of final SW and SN.

In addition, the GO term enrichment analysis reveals that “protein-chromophore linkage”, “response to abscisic acid stimulus”, and “photosynthesis” were the most significantly enriched biological functions associated with the red co-expression module (Figure 7B). To identify TF candidates for this module, we applied the same criteria used for the yellow module of 7 DAF. In this way, *BnaA09g41470D* (*LRL1*), *BnaA05g24050D* (*NAC3*), *BnaA03g05670D* (*bZIP3*), and *BnaC01g02120D* (*HB40*) were identified as top TFs in this module (Table S5). 

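The membership in the red-like module was above 0.85 for 18 of the 19 red TFs of Table S5, with a median of 0.949. These TFs, too, were listed with a membership above 0.85 and defined the red-like module, so this was largely fixed in advance. By the mean absolute r of TPM with SN and TSW at 14 DAF, LRL1 (BnaA09g41470D, 0.646) ranked 1, NAC3 (BnaA05g24050D, 0.583) ranked 3, bZIP3 (BnaA03g05670D, 0.540) ranked 8 and HB40 (BnaC01g02120D, 0.536) ranked 10. LRL1 and bZIP3 were in no module of the re-derived 14 DAF network. The largest shading response of the 4 was that of HB40, from 0.583 ± 0.881 to 6.75 ± 6.41 TPM (SD, n = 24), a log2 fold change of 2.38 (standard error 0.26, adjusted p = 4.15e-08, limma, BH). The log2 fold changes of NAC3, bZIP3 and LRL1 were 2.13, 1.88 and 1.32. The columns for SN and SW of the red TFs in Table S5 match the recomputed correlations only when exchanged, with a median difference of 0.0213 in place of 1.15.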

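At 14 DAF, the TPM of LRL1 had a Pearson's r of −0.583 with SN (permutation p = 0.00200, BH-adjusted p = 0.00267; Spearman's rho −0.586) and of 0.710 with TSW (permutation p = 8e-05, BH-adjusted p = 0.00120; rho 0.622). For NAC3, r was −0.574 (permutation p = 0.00171, BH-adjusted p = 0.00260; rho −0.623) and 0.592 (permutation p = 0.00137, BH-adjusted p = 0.00249; rho 0.643). For bZIP3, r was 0.612 with TSW (permutation p = 0.00018, BH-adjusted p = 0.00120; rho 0.487) and −0.469 with SN, which was not past the threshold (permutation p = 0.0120, BH-adjusted p = 0.0120; rho −0.418). Without the 2 plots farthest from the median, r with SN was −0.466 for LRL1 (BH-adjusted permutation p = 0.0349), −0.519 for NAC3 (0.0172) and −0.356 for bZIP3 (0.10). The relations of LRL1 and NAC3 with SN were thus no longer past the threshold, and that of bZIP3 was not past it in either case. With TSW, r without these 2 plots was 0.584 for LRL1 (0.00853), 0.684 for NAC3 (0.00131) and 0.539 for bZIP3 (0.0135). Within the control plots, r with SN was −0.0352 for LRL1, −0.00742 for NAC3 and 0.129 for bZIP3, and r with TSW was 0.00385, 0.192 and 0.225. Within the shaded plots, r was −0.530 with SN and 0.666 with TSW for LRL1 (permutation p = 0.0768 and 0.0171), −0.520 and 0.652 for bZIP3 (permutation p = 0.0805 and 0.0156), and −0.470 and 0.312 for NAC3 (permutation p = 0.119 and 0.332), with BH-adjusted p of at least 0.171. With the means of the 8 groups removed, r with TSW was negative for all 3, at −0.273 for LRL1 and NAC3 and −0.0189 for bZIP3, and the lowest permutation p of their 6 relations was 0.011 (NAC3 with SN, BH-adjusted p = 0.220).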

As shown in Figure 7C, several of these TFs (LRL1, bZIP3, and NAC3) are significantly correlated with SW and SN at 14 DAF, suggesting that these TFs might be SW and SN regulators in *Brassica napus*.

## 3. Discussion

Understanding the molecular mechanisms and genetic factors underlying complex agronomic traits, such as SW and quality, is vital for precise plant breeding [40]. It has been recently shown that transcript levels are useful for predicting complex traits such as plant height, flowering time, and grain yield in maize [41]. In fact, this study shows that transcriptome-based models have better prediction performance than genetic markers in the case of flowering time, suggesting that transcriptome data can provide a link to complex traits that cannot be readily captured at the sequence level [41].

In rapeseed, several transcriptomic studies have been carried out to identify candidate genes associated with seed oil content [42,43,44,45,46]. In contrast, very few studies have focused on the identification of genes associated with SW in *Brassica napus* [31,47]. Moreover, a comprehensive analysis that integrates transcriptome and physiological data under field conditions is still lacking, and even more scarce is information on the compensatory response of SW to a SN decrease. A critical issue for improving crop yield is the compensatory effect between SW and SN that has been observed in *Brassica napus* [14,16]. Despite the agronomic relevance of this issue, the molecular factors involved in the interaction between SW and SN are largely unknown in crops. In this study, we combined transcriptome sequencing with agronomic traits to obtain candidate genes associated with SW and SN under field conditions.

### 3.1. Identification of Genes Related to Seed Weight Plasticity in Rapeseed

A multifactorial analysis of RNA-seq data revealed that most of the significantly regulated genes (q-value < 0.01) were only affected by one experimental factor, with developmental time and genotype being the most influential factors on the *Brassica napus* seed transcriptome under field conditions. Regarding the genes exclusively regulated by time, we found several significantly enriched biological processes related to protein biosynthesis and lipid metabolism at 7 DAF and 14 DAF, respectively. These results are consistent with previous findings, showing that oil biosynthesis is initiated at about 14 DAF in rapeseed [45,48] while protein accumulation begins earlier [49]. These results indicate that our pipeline of multifactorial RNA-seq analysis captures relevant biological information regardless of environmental noise under field conditions.

We have previously shown that shading treatment negatively affects SN and positively affects SW, allowing for key compensation in seed yield [16]. In order to gain further insights into this compensation, we analyzed the expression patterns and functional identity of genes that were consistently regulated by the S–S treatment across genotype, developmental time, and sowing dates. Most of the genes exclusively regulated by the S–S treatment (928 out 1027) were induced by this factor. Interestingly, sucrose transport is one of the most significant enriched GO terms associated with genes regulated by the S–S treatment. Specifically, we identified two members of the SWEET family that were consistently induced by the shading treatment (Figure 3B). Previous functional studies demonstrated that SWEET proteins are key components of sugar translocation to seeds [50,51,52]. Mutation of *AtSWEET11/12/15* in *Arabidopsis thaliana* severely affects seed development, including reduced seed weight, and reduced starch and lipid content [53]. A similar effect has been reported in rice, where the knockout of *OsSWEET11* and 15 genes results in a complete loss of endosperm development [51,54]. Moreover, recent sequencing data from over 800 soybean genotypes revealed that a gene from the SWEET family (*GmSWEET10a*) has been selected and conferred simultaneous increases in soybean seed size and oil content [52].

Another remarkable example of a gene associated with seed weight and induced by S–S treatment is *BnaA01g19380D*, an ortholog of Arabidopsis *DA2*. This gene encodes a ubiquitin ligase that interacts with the ubiquitin receptor DA1 to synergistically regulate seed size in Arabidopsis [32]. Moreover, it has been demonstrated that the downregulation of an ortholog of *DA1* in *Brassica napus*, *BnDA1*, resulted in a 21% increase in seed weight and 13% increase in seed yield per plant under field conditions [55]. 

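The gene BnaA01g19380D had 1.75 ± 0.608 TPM in control and 2.42 ± 0.717 TPM in shaded plots (SD, n = 24 libraries each), a log2 fold change of 0.39 (standard error 0.10, adjusted p = 0.00428, limma, BH). It was higher under shading in 7 of 8 combinations of genotype, sowing date and developmental time. With each library left out in turn, the log2 fold change stayed between 0.35 and 0.43 and the adjusted p was at most 0.00846. Its values lay between 1 and 4 TPM in whole numbers, which limits the precision of this change.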

A similar phenotype has been described in maize and wheat [56,57], indicating that the biological function of this gene is conserved in angiosperm plants. Moreover, it has been proposed that *ZmDA1* improves the sugar imports into the sink organ and starch synthesis in maize kernels [56]. Therefore, it is possible that *DA2* could also be involved in the regulation of sugar translocation in response to changes in the S–S ratio.

### 3.2. Transcription Factors Associated with SW and SN Response under Field Conditions

Our study aimed to use bioinformatics analysis to identify genes related to agronomic traits with a special focus on SW–SN regulation, which might be a helpful target in yield improvement and yield stability in rapeseed and other crops. Specifically, we performed a WGCNA analysis from 48 RNA-seq samples obtained from seeds at 7 DAF and 14 DAF to identify gene co-expression modules significantly correlated with SW and SN (Figure 4 and Figure 5, respectively). 

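In the re-derived networks, 249 genes of the yellow-like module were correlated with both SN and TSW at 7 DAF, which is 13.2% of all genes so correlated at that time. At 14 DAF, the red-like module held 78 such genes (8.99%). Genes were counted here by their own correlations, and the paper does not state how it counted genes correlated with both traits. Of all such genes, 44.4% at 7 DAF and 49.3% at 14 DAF were past the threshold for SS.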

Interestingly, the yellow module of the 7 DAF network contains most of the genes significantly correlated with SW and SN. The most enriched molecular function was “transcription factor activity”, indicating that this co-expression module is associated with the regulation of gene expression. NAC was the most abundant TF family of this module, with 25 members. NAC TFs are involved in diverse signaling and developmental events, including stress responses, senescence, and seed development [58,59]. Interestingly, NAC TFs have been described as controlling for several clues in seed development [59]. For instance, it has been recently shown that *OsNAC25* and *OsNAC26* bind to the promoters of important genes involved in the control of seed size in rice such as GW2, GW5, and DR11 [60]. Moreover, three NAC TFs (*OsNAC020*, *OsNAC023,* and *OsNAC026*) have been associated with SW in rice since their expression profiles during seed development vary among different accessions with contrasting seed size [61]. Taken together, these results suggest that NAC TFs might be relevant regulatory factors of the SW–SN relationship.

Next, we used the intramodular connectivity and trait correlation to identify candidate TFs from the yellow module of the 7 DAF network. An orthologue of Arabidopsis *NAC082*, *BnaC09g47170D*, was the TF with the highest average correlation to SW–SN. 

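By the mean absolute r with SN and TSW at 7 DAF, NAC082 ranked 2 of the 81 yellow TFs of Table S5 with TPM, at 0.680 where the highest value was 0.689, and ranked 1 with log2(TPM + 1), at 0.758.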

*NAC082* belongs to the NAC domain family and was characterized for the first time in the context of xylem vessel differentiation after discovering that a master regulator of this developmental process, *VND7*, interacts with *NAC082* in Arabidopsis [62]. More recently, it has been reported that *NAC082* is a key regulator that connect the ribosomal defects induced by stress and cell proliferation [63,64]. Specifically, these studies showed that several stresses lead to an increase in *NAC082* expression, which blocks tissue regeneration and delays seed germination. Taking into account this previous evidence, the reduction in source–sink ratio by shading treatments during seed filling triggers the expression of *NAC082,* which may block cell proliferation at early stages of seed development and may lead to a reduction in SN.

It is important to note that several key regulators of seed size are also present at the top of our ranking of highly correlated TFs with SW–SN in the yellow module of the 7 DAF network. For instance, the orthologous gene of *BnaC01g44850D* in Arabidopsis, *NGAL2* (third gene in Table S5), has been shown to regulate seed size by restricting cell proliferation in the integuments of ovules and by developing seeds [35]. The overexpression of *NGAL2* dramatically decreases the seed size of Arabidopsis wild-type plants, whereas the disruption of this gene causes large seeds [35]. In fact, a gain-of-function mutant of the *NGAL2* gene was identified as a suppressor of the large seed phenotype of *DA1* [35], which is a key ubiquitin receptor for seed size determination [65]. Another TF involved in seed development identified in this co-expression module is *IDD1* (orthologous to the rapeseed *BnaA09g52630D* gene). The seeds of the Arabidopsis *IDD1* over-expressor lines were larger than those of wild-type plants due to an enlarged endosperm, higher seed weight in all the stages before seed maturity, and a significant delay in seed development [37].

Taken together, our study provides new insights into the molecular factors that regulate the SW and SN interaction in rapeseed. We identified several new TFs that have not been previously associated with SN and SW and were co-expressed with key regulators of seed size, such as *NGAL2*. The characterization of these TFs may improve the understanding of the regulatory mechanisms underlying the interaction between SW and SN in rapeseed and other crops, creating new pathways for crop yield improvements and yield stability via SW compensation to environmental conditions affecting SN.

## 4. Materials and Methods

### 4.1. Field Experiment, Treatments, and Crop Management

The field experiment and conditions were described in detail by Verdejo and Calderini [16]. Briefly, the field experiments on two sowing dates were carried out at the Austral Farming Experimental Station in Valdivia, Chile (39°47′ S, 73°14′ W). In this experiment, three sources of variation were evaluated in rapeseed: (i) genotype (two adapted spring rapeseed hybrids: Lumen and Solar (chosen for their similar phenology and adapted to southern Chile)), (ii) sowing date (optimal and late sowing dates), and (iii) source–sink (S–S) ratios (control without manipulation and a reduced S–S_ratio_ with black nets intercepting 75% of solar radiation from the beginning of flowering (BBCH 61) to 15 days after flowering (DAF)). The treatments were arranged in a split–split plot design with three replicates, where the sowing date was assigned to main plots, the S–S_ratio_ was assigned to subplots, and the genotypes were assigned to sub-sub plots [16]. The rapeseed plants were sown at a plant density of 55 plants m^−2^.

### 4.2. Phenology and Physiological Plant Sampling

Crop development was followed twice a week in both experiments according to the BBCH phenological scale for rapeseed [66]. In order to determine the SN, TSW, and quality traits as seed oil and protein concentration, the seed samples were harvested in one lineal meter from the central rows of each plot at maturity (BBCH 89), when the seeds inside the siliques were dark and hard. The seed number was measured after oven drying the samples at 65 °C for 48 h using a seed counter (Pfeuffer GmbH, Kitzengen, Germany). Then, seed yield was measured and TSW was estimated as the ratio between seed yield and SN.

The oil concentration of seeds was determined by near infrared reflectometry (NIR) (Foss Infratec 1241, Hilleroed, Denmark) and the nitrogen concentration of seeds was measured using the Kjeldahl procedure [67]. The protein concentration of the seeds was calculated with a conversion factor of 5.8 [68]. The concentrations of both oil and protein are expressed on a dry matter basis.

### 4.3. Seed Sampling and RNA Isolation

In spring rapeseed, SW plasticity is maximized by shading within a time window from 0 to 15 days after the start of flowering [16]. Therefore, in order to elucidate the relevant modules or genes involved in SW determination, we chose two development stages to perform RNA-seq from seeds: in the middle and at the end of the source–sink treatments. The seed samples for the RNA-seq were collected from 5 plants per plot (25 siliques per plant from the bottom of the main raceme) in two development stages: 7 and 14 after the beginning of the shading treatment in three replicates across the different factors analyzed (genotypes, S–S ratios, and sowing dates). The seed samples were fast frozen in liquid nitrogen and then kept at −80 °C until they were processed. The seeds were gridded using liquid nitrogen and a cold mortar and pestle. Total RNA extraction was performed using a method adapted for *Brassica* seeds [69] with 100 mg of each sample and using PCR mini columns (NucleoSpin^®^ Gel and PCR columns; Macherey-Nagel, Düren, Germany) in accordance with previously described protocols [70].

### 4.4. RNA-Seq Analysis

The RNA samples were shipped in dry ice to Novogene facilities in Sacramento, CA USA. RNA quality analysis, library construction, and sequencing were performed by Novogene (Beijing, China). The samples were sequenced using a 2  ×  150 bp kit on an Illumina Novaseq 6000 aiming for 6 Gb per sample. The average Q20 per sample was 97.7%, and that for Q30 was 93.8%.

RNA-seq data analysis was performed as described by [71]. Briefly, sequenced reads were pseudo-aligned to the publicly available *Brassica napus* transcriptome obtained from *Ensembl Plants* using kallisto (v0.46) [25]. The transcript indices for kallisto were generated from rapeseed annotation version AST_PRJEB5043_v1, which includes 101,040 cDNAs (https://plants.ensembl.org/Brassica_napus/, accessed on 23 March 2021). A multivariate linear model to test whether the expression of a given gene could be explained by the S–S ratio, genotype, sowing date, or the interaction of these factors using the R package sleuth (v.0.30.0) [26]. This R package was also used to obtain the normalized expression data in transcripts per million (Table S6). In order to identify significantly regulated genes for each factor, we applied a q-value threshold of 0.01. The intersection of the gene lists and their statistical significance were assessed using the SuperExactTest R package [27].

### 4.5. Gene Co-Expression Network Construction

Co-expression networks were built for two separate sample sets (7 and 14 DAF) using the method of weighted gene co-expression network analysis (WGCNA) [33]. For each network, we filtered out genes for which the counts were consistently low, with less than 5 tpm in more than 90% of the samples. The count expression level of each gene was normalized using the method implemented in sleuth [26]. The soft-power threshold was chosen as the first power to exceed a scale-free topology fit index of 0.8 [72] for each network. The soft powers that fulfil this criteria were 9 for the 7 DAF network and 8 for the 14 DAF network. Then, the co-expression matrix was calculated using these power values, with a minimal module size of 30 and a merge cut height of 0.2 without PAM stage. Module–trait relationships were estimated using the association between the module eigengenes and the agronomic traits. For each expression profile, the gene significance (GS) was calculated as the absolute value of the association between the expression profile and each agronomic trait.

### 4.6. Gene Ontology Enrichment Analysis

Gene ontology (GO) terms for all of the *B. napus* genes were assigned based on *A. thaliana* orthologous genes according to *Ensembl Plants* in order to gain more informative enrichment results. BiNGO was then used to identify the significantly enriched GO terms (adjusted *p*-value < 0.05) using a hypergeometric test [28], and redundancy between GO terms was reduced using REVIGO [73].

## Figures and Tables

**Figure 1:**
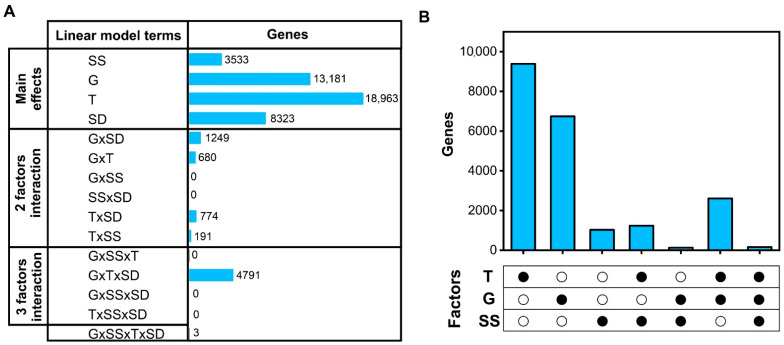
Multivariate analysis of the RNA-seq data obtained from seeds of two rapeseed hybrids grown under different source–sink ratios. (**A**) Multifactorial analysis showing how many genes were regulated by the S–S ratio (SS), genotype (G), developmental time (T), sowing date (SD), and the interaction of these factors (q-value < 0.01). An average of 26 million reads per sample were pseudo-aligned to the *Brassica napus* reference transcriptome using kallisto [25] and a fully mapped dataset was multivariate analyzed with the sleuth R package [26]. (**B**) An intersection analysis between genes regulated by the S–S ratio (SS), genotype (G), and developmental time (T). Genes significantly affected by SD or factors interactions were discarded from this analysis, which was performed using the SuperExactTest R package [27]. The black points indicate which factors affect the expression levels of the genes shown in the bar diagram.

**Figure 2:**
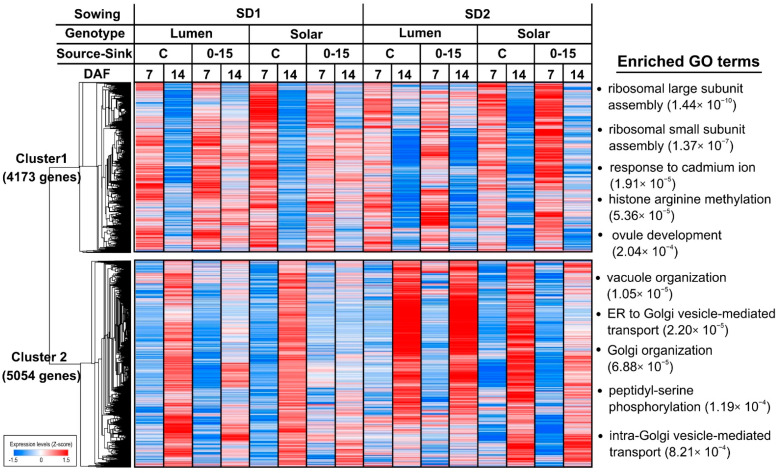
Genes exclusively regulated by developmental time are associated with seed filling. A heatmap showing the two major expression patterns of genes exclusively regulated by developmental time. Hierarchical clustering was performed based on Pearson correlation distances and average linkage using Morpheus software [29]. Each column of the heatmap represents the average expression of three biological replicates. The gene expression values for each gene were normalized by Z-score transformation. The top 5 enriched GO terms of the biological process domain are represented on the right side of each cluster. GO term enrichment analysis was performed by a hypergeometric test using BiNGO software [28]. FDR-corrected *p*-values are indicated for each GO term in brackets. SD = sowing date, DAF = days after flowering, C = control, 0–15 = source to sink treatments performed from the beginning of flowering to 15 DAF.

**Figure 3:**
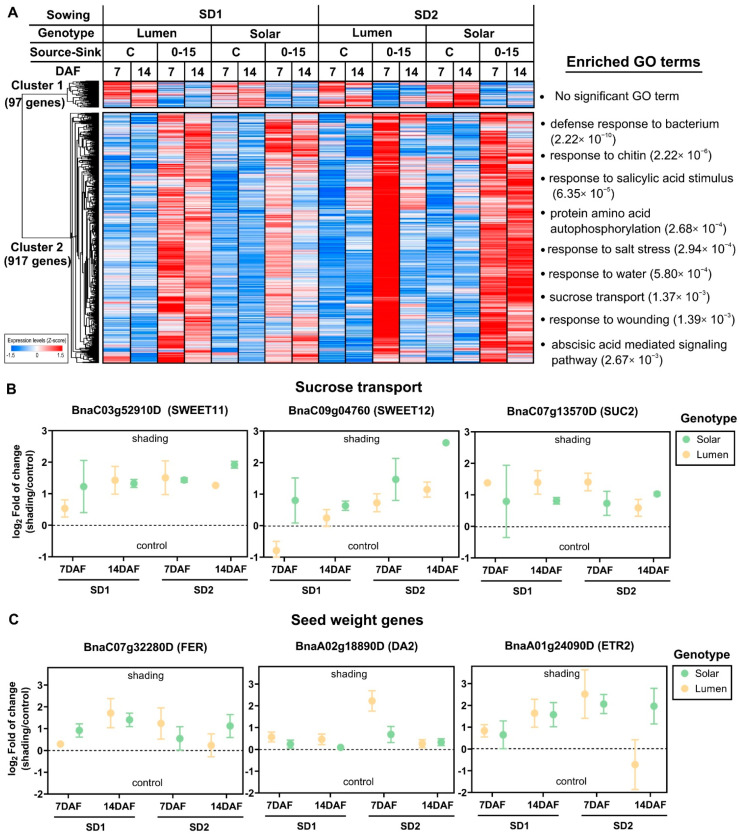
Reduction in the source–sink ratio during seed filling induces the expression of genes involved in sucrose transport, seed weight, and stress response. (**A**) A heatmap showing the two major expression patterns of genes exclusively regulated by shading treatment. Hierarchical clustering was performed based on Pearson correlation distances and average linkage using Morpheus software [29]. Each column of the heatmap represents the average expression of three biological replicates. The gene expression values for each gene were normalized by Z-score transformation. The significant and nonredundant GO terms (adjusted *p*-value < 0.05) of the biological process domain are represented on the right side of each cluster. GO term enrichment analysis was performed by a hypergeometric test using BiNGO software [28]. FDR-adjusted *p*-values are indicated for each GO term in brackets. (**B**) Expression profiles of three representative genes belongs to the GO term “sucrose transport”. The dots represent the average log_2_ fold change between the shading and control samples obtained from normalized RNA-seq data, whereas bars indicate the standard error of the mean (SEM) of three replicates. The Arabidopsis ortholog of each rapeseed gene is indicated in brackets. (**C**) Expression profiles of three representative genes for which the orthologs in Arabidopsis are involved in seed weight regulation. The dots represent the average log_2_ fold of change between shading and control samples obtained from normalized RNA-seq data, whereas bars indicate the standard error of the mean (SEM) of three replicates. The Arabidopsis ortholog of each rapeseed gene is indicated in brackets.

**Figure 4:**
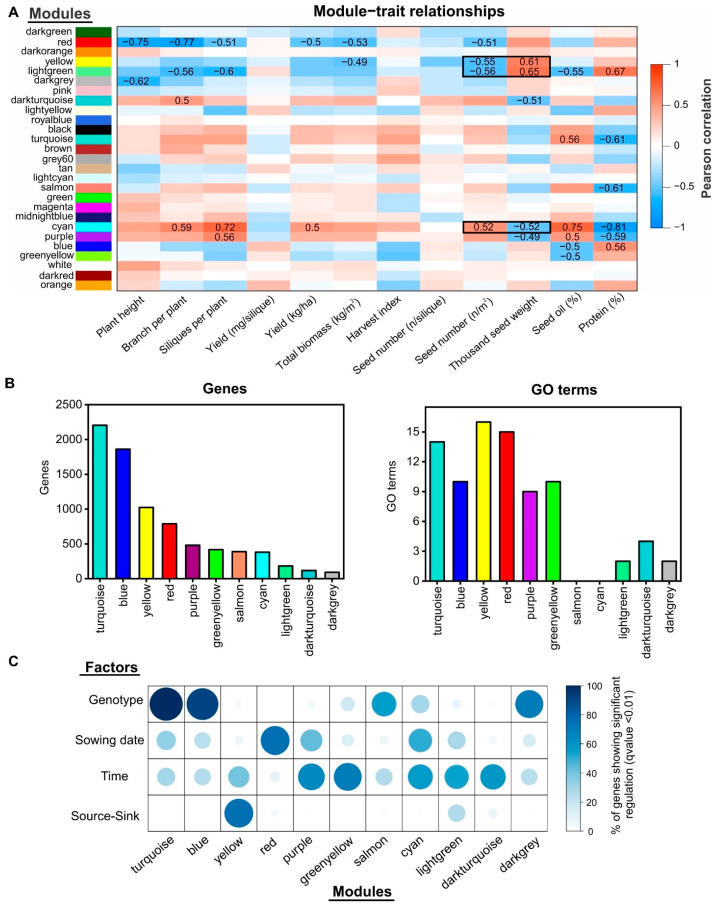
Weighted gene co-expression network analysis identified the modules associated with the SW and SN relationship at 7 DAF. (**A**) A heatmap showing the module–trait associations. Each row corresponds to a module eigengene, and each column corresponds to a trait. Only significant correlations (*p*-value < 0.01) are shown with numbers. Red and blue denote positive and negative correlations with gene expression, respectively. The agronomic traits were obtained from our previous work [16]. Modules significantly correlated with SW and SN are indicated with a black rectangle. (**B**) Histograms showing the number of genes (left) and GO terms (right) per co-expression module. Only modules significantly correlated with at least one agronomic trait are represented. (**C**) Balloon plot showing the percentage of genes in each module that are significantly regulated by each factor.

**Figure 5:**
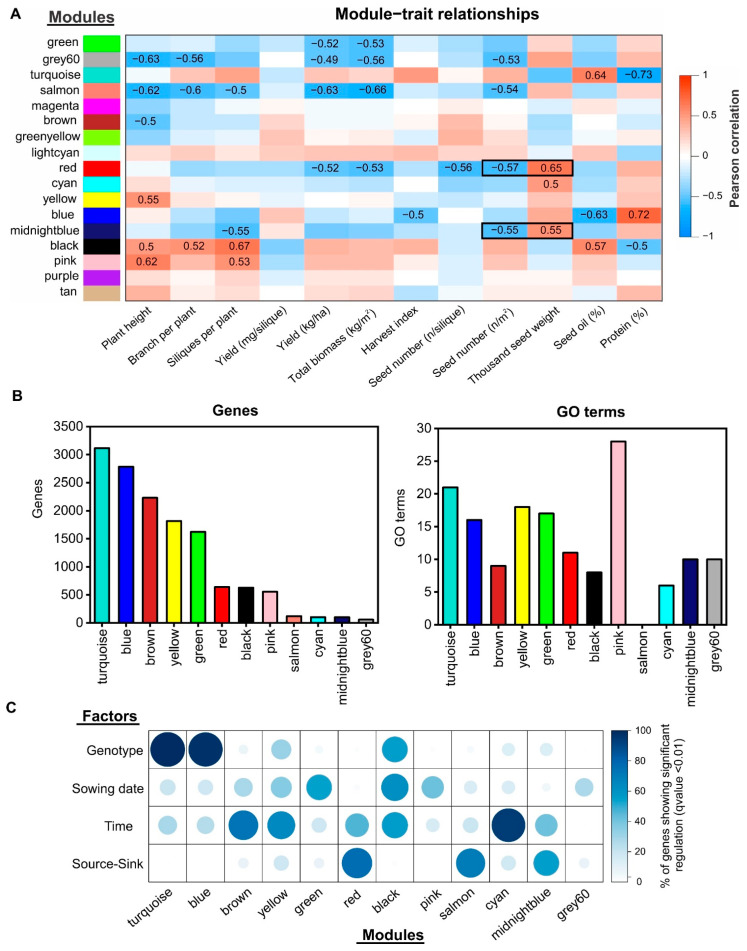
Weighted gene co-expression network analysis identified the modules associated with the SW and SN relationship at 14 DAF. (**A**) A heatmap showing the module–trait associations. Each row corresponds to a module eigengene, and each column corresponds to a trait. Only significant correlations (*p*-value < 0.01) are shown with numbers. Red and blue denote positive and negative correlations with gene expression, respectively. The agronomics traits were obtained from our previous work [16]. The modules significantly correlated with SW and SN are indicated with a black rectangle. (**B**) Histograms showing the number of genes (left) and GO terms (right) per co-expression module. Only modules significantly correlated with at least one agronomic trait are represented. (**C**) Balloon plot showing the percentage of genes in each module that are significantly regulated by each factor.

**Figure 6:**
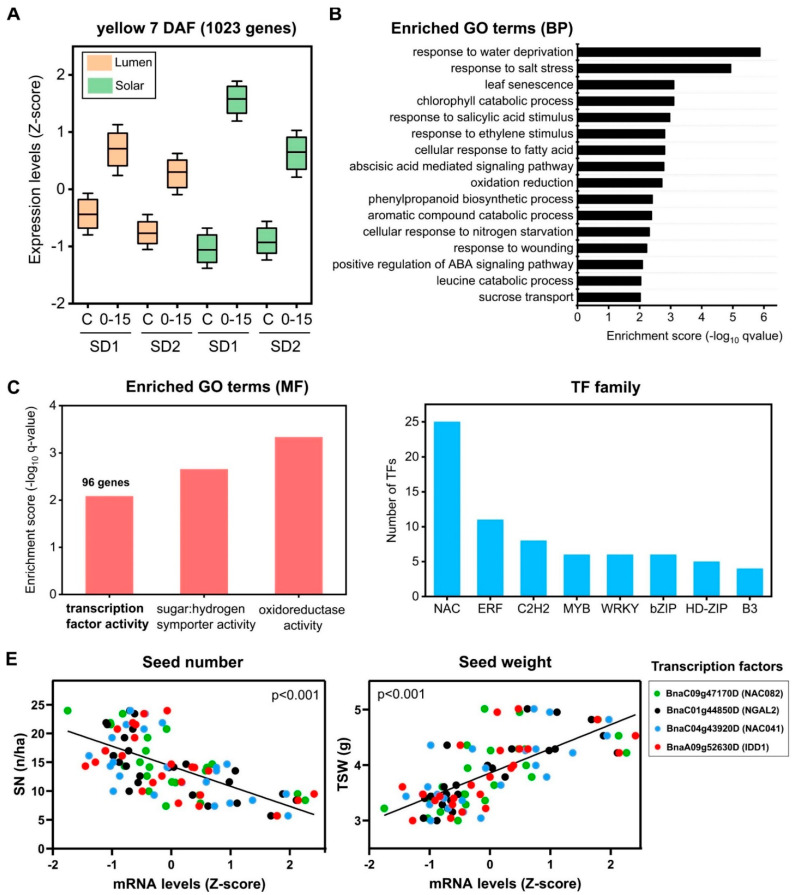
The yellow co-expression module of 7 DAF network is associated with the relationship between SW and SN. (**A**) Expression profiles of genes belonging to the yellow module. On each box, the central mark indicates the median, and the bottom and top edges of the box indicate the 25th and 75th percentiles, respectively. The whisker indicates the standard deviation of the expression data of all genes belonging to the yellow co-expression module. (**B**) GO term enrichment analysis of genes belonging to the yellow co-expression module performed by a hypergeometric test using the BiNGO software and the biological process domain [28]. (**C**) Enriched GO terms of the Molecular Function (MF) domain. The enrichment analysis was performed using the BiNGO software, as indicated above. (**D**) Distribution of the 96 transcription factors of the yellow module according to family. The transcription factors were classified following PlantTFDB4.0 database annotation [39]. (**E**) Relationships between the expression levels of the selected TFs and seed number (right) or seed weight (left). TFs were selected by taking into account their high intramodular connectivity and gene significance with SN and SW traits.

**Figure 7:**
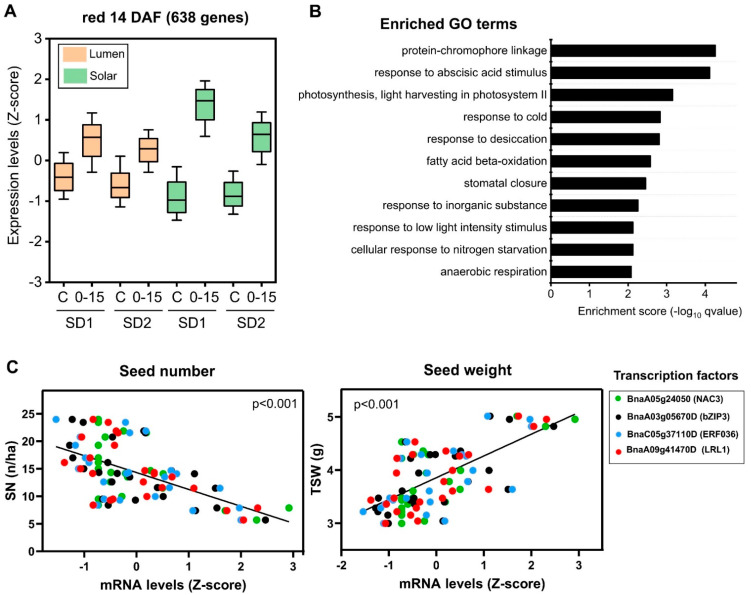
The red co-expression module of the 14 DAF network is associated with the relationship between SW and SN. (**A**) Expression profiles of genes belonging to the yellow module. On each box, the central mark indicates the median, and the bottom and top edges of the box indicate the 25th and 75th percentiles, respectively. The whisker indicates the standard deviation of the expression data of all genes belonging to the yellow co-expression module. (**B**) GO term enrichment analysis of genes belonging to the yellow co-expression module performed by a hypergeometric test using the BiNGO software and the biological process domain [28]. (**C**) Relationships between the expression levels of the selected TFs and seed number (right) or seed weight (left). TFs were selected by taking into account their high intramodular connectivity and gene significance with SN and SW traits.

## Data Availability

The RNA-Seq datasets generated and analyzed during this study are available in the NCBI Gene Expression Omnibus (GEO) repository, accession GSE169511. All other data generated during this study are included in this published article and its Supplementary Materials.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22094449/s1, Figure S1: Box plot showing the total number of reads and pseudo-aligned reads in the *B. napus* transcriptome of all samples analyzed in this work. Figure S2: Expression profiles of three representative genes of the GO term “ribosome large subunit assembly” (A) and “Golgi organization” (B). Table S1: Genes significantly regulated by at least one factor with their corresponding q-values and the list of genes exclusively regulated by each factor. Table S2: Enriched GO terms for genes exclusively regulated by developmental time and S–S ratio. Table S3: Agronomics traits of each sample used in WGCNA analysis. Table S4: List of genes of the 7 and 14 DAF networks indicating their module membership. Table S5: Summary of the transcription factors of yellow and red modules of the 7 and 14 DAF network. Table S6: Normalized RNA-seq data in transcripts per million (tpm) scale.

How the deposited data were processed for this re-analysis (not part of the article)

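RNA from seeds of 2 Brassica napus genotypes, Lumen and Solar, was sequenced at 7 and 14 DAF from control and shaded plots in an optimal and a late sowing date, with 3 replicates, which gave 48 libraries from 24 plots. The authors quantified the reads with kallisto, normalized them between libraries with sleuth, and deposited for each of 101040 genes a score, which is the normalized TPM rounded to a whole number. Against the unrounded values of 1109 genes in 45 libraries in the readable part of Table S6, the largest difference was 0.5 TPM, and 100% of the values lay within 0.5 TPM. The read counts behind these values were not used here, so the depth of each value is unknown, no count-based test was applied, and no interval that needs a depth is given. The normalized TPM summed to between 908993 and 1219380 per library (median 984648).

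The values were taken as they were deposited, without further scaling, as log2(TPM + 0.5). Genes with at least 1 TPM in at least 47% of the 48 libraries were tested (53810 genes). limma 3.58.1 in R 4.3.3 (with data.table 1.17.8) fitted S–S ratio, genotype, developmental time, sowing date and all their interactions as 15 terms in sum-to-zero coding, with empirical Bayes moderation and a mean-variance trend. The p-values of each term were adjusted by the Benjamini-Hochberg method over all genes tested, and an adjusted p under 0.01 was called past the threshold. Genes past it for a main effect and no other term were called exclusive. Their mean profiles over 16 groups were clustered into 2 clusters with 1 minus Pearson's r and average linkage. Shares of genes carry a Wilson 95% confidence interval, which covers counting error only. Groups of 3 against 3 libraries were described without a test.

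Networks were built in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) from the 24 libraries of each time, with an own implementation of the steps that the paper gives for WGCNA, which was not used itself. Genes under 5 TPM in more than 90% of the libraries and the 25% with the lowest coefficient of variation were removed. Absolute Pearson's r was raised to a power of 9 at 7 DAF and 8 at 14 DAF, and topological overlap, average linkage, a re-implementation of the hybrid dynamic tree division (deepSplit 2, at least 30 genes per module) and merging of eigengenes at a height of 0.2 followed. The yellow-like and red-like modules are those that held the most TFs of the yellow and red modules in Table S5. Gene names come from the paper's figures and the readable parts of its supplementary tables, which annotate 5777 genes, and complete gene lists of the modules and enrichments of gene ontology terms were not analysed here.

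Trait values per plot came from Table S3, with 12 traits. Libraries of both times were matched to its plots by genotype, S–S ratio, sowing date and replicate number. The paper does not state that a replicate number stands for the same plot at both times, and the correlations at 14 DAF rest on this match. Correlations over plots are given as Pearson's r and Spearman's rho, each with a 2-sided permutation p from 100000 permutations, adjusted by the Benjamini-Hochberg method (statsmodels 0.14.6) over the 20 relations of 10 TFs and the 4 relations of 2 modules. They were recomputed within the 12 control plots, within the 12 shaded plots, with the means of the 8 groups of plots removed and without the 2 plots farthest from the median. Control and shaded plots overlap in SN, so values over all plots are given beside the values within them. The number of genes correlated with both SN and TSW was compared with that of 100 permutations of the traits. Plots were drawn with matplotlib 3.10.9.

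Sample labels were checked with genes detected in all 6 late-sown libraries of a genotype at 14 DAF (at least 5 TPM) and at 0 in all those of the other genotype, 47 for Solar and 51 for Lumen. The Solar share of a library is the mean level of the Solar genes, relative to those reference libraries, divided by the sum of the levels of both sets. The limit of 5 TPM and the use of means were set after a first version had been seen. Distances between libraries are median absolute log2 differences over 9861 genes with a mean of at least 20 TPM.

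The genes named are every gene that the paper names by its identifier or shows in Figures 3B, 3C, 6E and 7C (17 genes), the genes with the largest exclusive changes among those that moved the same way in all 8 groups, and families that the paper names. The models, thresholds, named genes and alternatives were set before the data were examined. The alternatives were another pseudocount, other filters on low values, 3 other scalings, treatment coding, main effects only, a model without the trend, replicate blocks, an adjusted p under 0.05, other network settings, other trait correlations, and leaving out each replicate number or each library. Fits without the closest pair of libraries were added after the data had been seen.

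The steps were tested on simulated data. Of 200 genes given a change of 1.5 (log2) between control and shading, 194 were recovered (97.0%) with 5 false calls, and of 200 genes given an interaction of genotype, time and sowing date, 187 were recovered (93.5%) with 2 false calls. Without any effect, 0 calls were made. Of 680 genes planted in 4 network modules of 24 plots, 680 were placed in the right module, and 367 of 1320 other genes were placed in a module too. All 200 genes planted with a trait correlation were found, with 89 of the other genes. A planted share of Solar transcripts was recovered within 0.921 percentage points with 400 genotype-specific genes, where the data had 47 for Solar and 51 for Lumen. In the 11 libraries with an intermediate share, limits of 10 and 20 TPM for these genes moved the share by up to 7.73 and 8.88 percentage points. The measured share is thus less precise than in the simulation. A planted delay of 30% of a time step was recovered as 29.9%.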

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

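All tests in this part were chosen only after the results had been seen, the definition of the genotype-specific genes was revised once, and the time axis was put on the scale of each control step, after first values had been seen.

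Transcripts specific to Lumen were found in libraries labelled Solar, a signal that the paper does not report. Of the 18 libraries labelled Solar outside 14 DAF in the late sowing date, 11 had a share of Solar-specific transcripts between 5 and 95%, from 10.9 to 87.0%. Genes that follow time or sowing date are argued against by the 18 Lumen libraries of the other times and sowing dates, in which the Solar share was at most 1.69%. Labels exchanged between genotypes would leave shares near 0 or 100%, which the 11 intermediate libraries exclude as the whole cause. Lumen pollen on Solar plants would leave the mother with at least 50% of each seed's genome, while 9 libraries labelled Solar had a share under 50%. The levels of the Solar-specific and the Lumen-specific genes summed to a median of 99.3% of an unmixed library, so Lumen seed or RNA mixed into these libraries may be the source. A plain mixture describes the libraries labelled Solar, shading, optimal sowing date, 7 DAF, replicates 1 and 3 less well. Their shares were 18.7 and 20.4%, with 26 and 25 of the 47 Solar-specific genes at 0. Replicate 1 of the late sowing date under the same labels, with a share of 19.9%, had 7 at 0. A mixture in the sown seed, in the harvested siliques or among the RNA samples was not told apart by any test here. In the libraries labelled Solar, optimal sowing date, 7 DAF, replicate 2, at least 45 of the 47 Solar-specific genes were listed at 0 and the share was 1.35% (control) and 1.34% (shading), so these 2 libraries could hold Lumen material under a Solar label. The mean share differed between S–S ratios as well: in the optimal sowing date at 14 DAF it was 42.3% in control and 89.1% in shaded libraries labelled Solar. At 7 DAF the order was opposite, at 30.1% (control) and 13.5% (shaded) in the optimal and 85.1 and 72.8% in the late sowing date. Replicates of these groups lay up to 79.6 percentage points apart. A shading response within Solar in these classes, and its change with time, is thus mixed with a difference in share. A biological difference of the seed lots was not tested.

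The genotype response differed between times and sowing dates, as tested by interaction terms: G × T × SD was past the threshold for 4202 genes, G × SD for 2949 and G × T for 2427 (limma, BH-adjusted p under 0.01). Of 100 splits of the libraries, with the labels of a factor shuffled within the groups of the others, only 1, the real one, gave as many genes for each of these 3 terms. Shuffling removes every effect of that factor, its main effect included, so the splits do not test the interactions alone. Leaving out the library labelled Solar, shading, late sowing date, 7 DAF, replicate 1 raised the G × SD number to 4895. Without replicates 1, 2 and 3, the numbers were 2986, 361 and 38 for G × SD, 873, 1560 and 72 for G × T, and 3533, 718 and 99 for G × T × SD. The uneven share of Lumen transcripts was tested as their cause. With the measured share in place of the label, in a model without interactions of G with SS, the numbers fell from 4060 to 201 for G × T × SD, from 2579 to 10 for G × SD and from 2191 to 492 for G × T, over 53756 genes. The share was highest at 14 DAF in the late sowing date, and over 517 genes with a genotype difference above 3 (log2) there, the median difference in the other classes, relative to it, was 11.3% (share 21.8%), 44.1% (share 65.7%) and 57.1% (share 79%). These genes were chosen for a large difference in that class, where the share is 100% by definition. Lower values in the other classes follow in part from this choice, so they do not test the share as the cause. With the share of each library fitted beside the label, 3885 genes were past the threshold for G × T × SD (3481 of them among the 4202), 952 for G × T, against 2412 without it (703 in both), and 38 for G × SD, against 2895, over the same genes. With its square added they were 3595, 924 and 51. The genes that stayed past the threshold argue against the uneven share as the whole cause of G × T × SD and G × T, and a part played by it stays open. For G × SD it cannot be told apart from a genotype response, since the share and the label overlap so far that only 1 gene was left for G itself. In simulated libraries with the genotype ratios of 14 DAF in the late sowing date throughout, mixed at the measured share, 0 genes were past the threshold for G × T × SD, 43 for G × SD and 0 for G × T. With the ratios of all genes and a spread that leaves out the share, they were 0, 347 and 5, under the assumption of fixed ratios. A biological difference in the timing of the hybrids stays open and was not tested separately from the mixture.

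The time response differed between sowing dates (T × SD) for 1718 genes. Only 1 of 100 splits with shuffled time labels, the real one, gave as many. Shuffling removes every effect of time, its main effect included, so this does not test the interaction alone. The number was 1577 with each library rescaled to sum to 1000000, 1656 with median-ratio rescaling and 1629 with quantile normalization, so the unequal library sums are argued against as its cause. It was 1117 without Lumen, shading, late sowing date, 14 DAF, replicate 1 and 2785 without replicate 2 of that group. With all libraries of replicate 1, 2 or 3 left out it was 81, 354 and 57. No biological explanation was tested.

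The shading response differed between 7 and 14 DAF (T × SS) for 415 genes, 96 with a positive and 319 with a negative coefficient. Only 1 of 100 splits with shuffled S–S ratio labels, the real one, gave as many. Shuffling removes every effect of the S–S ratio, its main effect included, so this does not test the interaction alone. The number was 169 without Lumen, shading, late sowing date, 7 DAF, replicate 2 and 1326 without the library labelled Solar, shading, optimal sowing date, 7 DAF, replicate 2. With all libraries of replicate 1, 2 or 3 left out it was 536, 40 and 0 (6229 genes at an unadjusted p under 0.05 in the last). In 383 of the 415 genes (92.3%) the interaction was opposite in sign to the time effect, and this held for 76.8% of the 18209 genes with a time effect, a pattern that slower development of shaded seeds could give. Along an axis defined by the time response of control seeds in the other groups, shaded seeds at 14 DAF lay behind control seeds by 43.0% of the step that control seeds made from 7 to 14 DAF (exact permutation test, p = 0.00015, where 160000 arrangements allow 1.25e-05). At 7 DAF the mean difference was −0.820% (exact permutation p = 0.903), from a lag of 12.9 and 10.0% in Lumen in the optimal and the late sowing date and 8.55% in libraries labelled Solar in the late sowing date, and a value of −32.4% in libraries labelled Solar in the optimal sowing date, the group with the closest pair and the lowest Solar share. The lag was 43.1% after quantile normalization, which argues against the scaling of the libraries as its cause. It was 58.7% in Lumen in the optimal sowing date, so Lumen transcripts in libraries labelled Solar are not needed for a lag in this group. On the axis, replicates 1, 2 and 3 of this group lay at 42.0, −1.58 and 47.4 (shaded) and at 80.0, 57.8 and 66.9 (control). Every shaded library lay behind every control library, but the size of the lag rested in part on shaded replicate 2. The lag was 58.4% in libraries labelled Solar in the optimal and 47.2% in Solar in the late sowing date, but 9.66% in Lumen in the late sowing date. In 358 of the 415 genes, however, the shading effect had opposite signs at 7 and 14 DAF. Its median size was 0.50 (log2) at 7 DAF and 0.51 at 14 DAF. A lag that arose only between the 2 times would leave little effect at 7 DAF, so these values argue against it as the whole cause. Slower development of shaded seeds between the 2 times may be a part of this interaction, as a hypothesis from the same data. Whether shaded siliques were sampled at the same stage was not tested.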

How the results depend on the processing

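Of the tests in this part, only the fits without the closest pair of libraries were chosen after the results had been seen. Over 805 alternatives, the main numbers, shares and sizes stayed within their limits in 291 cases and moved in 94. Single genes, modules and correlations kept their direction and their side of the threshold in 250 cases, were weaker in 144 (30 shading responses of named genes, the others trait correlations), stronger in 1 and reversed in 25.

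With treatment coding, which tests each main effect in a group of 3 replicates against 3, 1 gene was past the threshold for SS, 354 for G, 3059 for T, 653 for SD, 88 for G × T × SD and 3 for SS × SD, and 84.3% of regulated genes had a single term. Exclusive genes numbered 2650 for T, 186 for G and 1 for SS, and of the 16 named genes tested 0 were past the threshold (7 at an unadjusted p under 0.05), against 15. SWEET12 (BnaC09g04760D) was reversed, at −0.46. The smaller groups compared by construction account for fewer calls. With main effects only, SS had 2855 genes and SD 7292, as the interactions are then left in the residual. With an adjusted p under 0.05, SS had 8572 genes, SD 17990 and G × T × SD 9446, and 33.7% of regulated genes had a single term, as the looser threshold calls more terms.

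The share with a single term was 53.4% with a pseudocount of 0.1, 54.5% with at least 1 TPM in at least 3 libraries, 45.3% with at least 5 TPM in at least 10% of libraries, 55.3% without a filter, 53.1% without the trend, and 52.7% without the closest pair. SS × SD had 1 gene with a pseudocount of 0.1, 7 without a filter, 1 without the trend and 10 without the closest pair, and the cause was not tested. With at least 5 TPM in at least 10% of libraries, 649 genes were exclusive to SS, 79.5% of them were induced, and 43.7% of time-exclusive genes were higher at 7 DAF, with fewer genes tested.

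Rescaling each library to sum to 1000000 gave 79.6% of SS-exclusive genes induced and 61.7% of time-exclusive genes higher at 7 DAF. The share of genes with a time effect that were higher at 14 DAF then fell from 49.3 to 32.4%, with a median shift of −0.081 (log2) in the time coefficient of all genes. Median-ratio rescaling gave 87.4 and 40.8%, and quantile normalization 77.2 and 49.1%. SS-exclusive genes were thus mostly induced under each scaling, while the larger cluster for time was not the same under each.

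Control and shaded libraries with the same replicate number were compared in 24 pairs, in which residuals had an r of −0.144 to 0.419 (median 0.119), over 0.1 in 12 pairs. The 7 and 14 DAF libraries of a plot had a median r of 0.00827, over 0.1 in 1 of 24 pairs. With the replicate number as a block, the share with a single term was 52.5%, SS had 4873 genes and G × T × SD 4098. With the plot as a block (correlation 0.0228), SS had 4812 genes. In the trait correlations, the replicate block left 4 module and 19 TF relations past the threshold.

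Across the 3 fits that each left out a replicate number, with 2 replicates per group, SS had from 1284 to 3407 genes, G from 7375 to 11699, T from 11364 to 14554, SD from 3537 to 6256, G × T × SD from 99 to 3533 and SS × SD from 0 to 1 (without replicates 1 and 3, 4411 and 1936 genes had an unadjusted p under 0.05). The share with a single term was from 58.0 to 77%, exclusive genes from 6086 to 7474 for T, from 4734 to 6865 for G and from 414 to 788 for SS, the induced share from 79.6 to 90.3%, the share higher at 7 DAF from 46.0 to 47.8%, and named genes past the threshold from 6 to 12. The lowest SS, G, SD and G × T × SD numbers came without replicate 3. Modules numbered from 29 to 37 at 7 DAF and from 19 to 24 at 14 DAF, the yellow-like module had from 515 to 1860 genes (1860 without replicate 1) and the red-like module from 406 to 762, and genes kept were from 27266 to 27810 and from 28371 to 28829. Genes correlated with both SN and TSW were from 205 to 938 at 7 DAF and from 124 to 609 at 14 DAF, module relations from 0 to 1, and TF relations from 0 to 14. The lowest gene and TF numbers came without replicate 3, where 2 module and 16 TF relations had an unadjusted p under 0.05, as had 4 module relations without replicate 2. Fewer libraries per group lower the number of calls by construction, and why replicate 3 weighed most was not tested. Leaving out each of the 48 libraries gave from 4312 to 5725 genes for SS and from 854 to 1111 exclusive to SS.

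A limit of 1 TPM kept 46296 and 48474 genes for the networks at 7 and 14 DAF, and a limit of 10 TPM 17692 and 18507, by construction. A signed network gave a yellow-like module of 1219 and a red-like module of 1014 genes. With deepSplit 1 the 14 DAF network had 12 modules and a red-like module of 1196 genes, with deepSplit 3 it had 34 modules, and with log2(TPM + 1) the red-like module had 490 genes. The cause was not tested.

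With the means of the 8 groups removed, 0 and 0 genes were correlated with both SN and TSW, and 0 module and 0 TF relations were past the threshold (0 and 1 at an unadjusted p under 0.05). Reversed values of r were 0.0468 for the yellow-like module with SN and −0.330 for the red-like module with TSW. With SN they were 0.0781 for NAC082, 0.0871 for CRF6, 0.0148 for NAC041, 0.214 for IDD1, 0.140 for LRL1 and 0.0831 for bZIP3. With TSW they were −0.100 for CRF6, −0.0675 for NGAL2, −0.273 for LRL1, −0.273 for NAC3, −0.0189 for bZIP3, −0.262 for HB40 and −0.349 for ERF036. Within control plots, 0 module and 0 TF relations were past the threshold (0 and 2 at an unadjusted p under 0.05), and r was reversed at 0.513 (SN) and −0.177 (TSW) for the yellow-like module, 0.0274 (SN) for the red-like module, 0.445 (SN) and −0.241 (TSW) for CRF6, and with SN at 0.0897 for NAC041, 0.0517 for IDD1, 0.129 for bZIP3 and 0.0783 for ERF036. Within shaded plots, 0 module and 0 TF relations were past it (0 and 2 unadjusted), with no reversal of Pearson's r. Spearman's rho within shaded plots was reversed for the yellow-like module, at 0.0629 with SN and −0.168 with TSW. It was also reversed for NGAL2 with TSW, at −0.0643. The cause of the reversals was not tested. At a BH-adjusted p under 0.05, 60 and 4 genes were correlated with both traits, and with the means of shaded and control plots removed 1599 were at 14 DAF. Without the 2 farthest plots, 0 module (2 unadjusted) and 10 TF relations were past the threshold, and with SN per silique 2 module and 10 TF relations were. The cause was not tested.

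Values are whole TPM of unknown depth, which limits genes at a few TPM, such as FER, SUC2 and ETR2, more than the numbers above.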

Differences from the paper's values

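Settings named here were set before the data were examined unless stated otherwise. The model with the measured Solar share and the fits without the closest pair of libraries were chosen only after the result was seen.

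The paper's share of regulated genes best explained by a single term is 78.7%, and here it was 52.0%. It came within 1.5 times of the paper's value with a pseudocount of 0.1 (53.4%), at least 1 TPM in at least 3 libraries (54.5%), no filter (55.3%), treatment coding (84.3%), no trend (53.1%), the replicate number as a block, and without replicates 1, 2 and 3 (58.0, 67.5 and 77%), and also without the closest pair of libraries (52.7%), chosen after seeing the values. The other settings did not close the gap. The paper's number of such genes is 27353, and here it was 17747, with 20376 genes at 1 TPM in at least 3 libraries, 20353 without a filter and 18471 with each library rescaled to sum to 1000000 within 1.5 times of it, and none of the others.

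The paper's number of SS-exclusive genes lowered by shading is 97, and here it was 154. The gap closed with at least 5 TPM in at least 10% of libraries, median-ratio rescaling (128), the plot as a block and without replicate 2, and with none of the others.

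Read by eye in Figure 1A, the paper's numbers of genes for interactions are about 1200 for G × SD, about 680 for G × T, about 770 for T × SD and about 190 for T × SS. Here they were 2949, 2427, 1718 and 415. For G × T, the fit without replicate 1 (873) closed the gap, as did the measured Solar share in place of the genotype label (492), chosen after seeing the values. For the other 3, none of the planned settings did, but single fits that left out a library reached 1117 for T × SD (without Lumen, shading, late sowing date, 14 DAF, replicate 1) and 169 for T × SS (without Lumen, shading, late sowing date, 7 DAF, replicate 2), within 1.5 times of the paper's values.

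The paper's number of trait-correlated modules with more than 500 genes at 14 DAF is 8, and here it was 3. A signed network (6) closed the gap, and none of the other settings did. The paper's red module has 638 genes, and the red-like module here had 183. With log2(TPM + 1) it had 490 and without replicate 2 it had 762, which closed the gap, and the other settings did not.

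The paper singles out G × T × SD as the remarkable interaction, while here G × SD, G × T and T × SD also had the numbers above. It describes genes under several factors as few apart from SS with T, while here 1073 genes were under SS and T and 1756 under G and T. It describes the time pattern as shared by genotypes, treatments and sowing dates. In the optimal sowing date, 63.9% of time-exclusive genes followed it here in shaded libraries labelled Solar and 75.6% in shaded Lumen. The share was at least 85% in the late sowing date and at least 90.4% in control plots. In the shaded libraries labelled Solar of the optimal sowing date, the mean Solar share was 13.5% at 7 DAF and 89.1% at 14 DAF, so time is mixed with material there. Among its time-exclusive genes, the paper describes L34 genes as higher at 7 DAF. Here the L34 gene BnaA10g18870D was higher at 14 DAF, by 0.45 (log2). This gene was also past the threshold for SD (adjusted p = 4.95e-06, limma, BH), so it was not time-exclusive and need not be a gene that the paper means.

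The paper lists FER among the genes regulated by SS, while here its adjusted p was 0.0285 (limma, BH) with a log2 fold change of 0.74, higher in 7 of 8 combinations, past the threshold at an adjusted p under 0.05 or when adjusted over the list alone. ETR2, shown in Figure 3C, was not tested with the filter used here, and with a log2 fold change of 0.76 its adjusted p (limma, BH) was 0.00526 with at least 1 TPM in at least 3 libraries and 0.00529 without a filter. Figures 6A and 7A show the highest expression of both modules in shaded Solar in the optimal sowing date, while here the highest mean z-scores were those of shaded Lumen (1.52) and shaded Solar (1.91) in the late sowing date.

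Among 7 DAF modules correlated with a trait, the yellow-like module had 78.2% of genes regulated by SS and the next highest 48.2%. Another module had 73.4% but was correlated with no trait. The paper discarded modules without a trait correlation, and describes the yellow module as alone in its high share. It states that the 2 largest modules at 7 DAF were mostly regulated by genotype, while here the largest had 34.6%. Of the genes with an unadjusted p under 0.01 for both SN and TSW at 7 DAF (Pearson's r), 13.2% lay in the yellow-like module. The paper states that most genes correlated with SW and SN lie in the yellow module. It does not state how it counted these genes, so its measure may differ from the one here. It counts modules over 500 genes as more numerous at 14 DAF, while here 6 at 14 DAF and 8 at 7 DAF had this size, and among trait-correlated modules the order was as in the paper with a signed network (5 and 6) and without replicates 2 (4 and 5) and 3 (2 and 5).

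The paper names NAC082 as the TF with the highest average correlation, while here it ranked 2 with TPM and 1 with log2(TPM + 1). CRF6 and NGAL2 ranked 5 and 10 with TPM and 4 and 2 with log2(TPM + 1). NAC082, CRF6, NGAL2 and IDD1 were in no module of the 7 DAF network, and LRL1 and bZIP3 in none of the 14 DAF network. Of the TFs listed for the red module, which include LRL1 and bZIP3, 19 of 19 were in the red-like module with deepSplit 1, log2(TPM + 1), a signed network and without replicate 2, and 14 with the settings used here. Of the 81 TFs of the yellow module, 45 were in the yellow-like module, and 63 with deepSplit 1, 65 with a signed network and 69 without replicate 1. The paper places all of NAC082, NGAL2, NAC041 and IDD1 past a stricter threshold for both traits, while here the permutation p was 0.00136 for NAC041 with SN, 0.00251 for IDD1 with SN and 0.00246 for NGAL2 with TSW. Spearman's rho gave lower p for IDD1 (0.00058) and NGAL2 (6e-05), log2(TPM + 1) for NGAL2 (0.00031), and the replicate block and the fit without replicate 2 (0.00071) for NAC041. The paper calls bZIP3 correlated with SN, while here its adjusted permutation p (BH) was 0.0120, and it was past the threshold without replicate 2 (0.00822).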

Other observations

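The permutations of the traits over plots and the correlations of the named TFs with group means removed were chosen before their results had been seen, and all other tests in this part only after.

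The numbers of genes past the threshold were compared with those of 100 splits of the 48 libraries, with the labels of a factor shuffled within the groups of the other factors and the real split included. For SS, 1 of the 100 splits gave as many genes as the 4957 found, and the highest number in the other splits was 2. For genes exclusive to SS it was also 1 of 100. For G and for genes exclusive to G it was 1 of 100 each, and for T and for genes exclusive to T it was 1 of 100 each. For SD it was 1 of 100. The splits exchanged single libraries, although the S–S ratio and the sowing date were assigned to subplots and main plots.

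The libraries labelled control and shading in Solar, optimal sowing date, 7 DAF, replicate 2, were the closest of all 1128 pairs, with a median absolute log2 difference of 0.066. The next closest pair had 0.098, and replicates of a group had a median of 0.20. A shared replicate number is argued against as the cause, since the smallest distance among the other 23 control and shaded pairs with a replicate number in common was 0.14 and their median was 0.23. The distance of 0.066, below that of any replicates, is what the same seed material under both labels could give. On an axis of the shading response of 500 genes, the library labelled shaded lay at −0.144 and the library labelled control at −0.140, while the other shaded libraries labelled Solar of this group lay at 0.761 and 0.814. A shaded plot without a response to shading cannot be told apart from control material under a shading label by this value, since both lie at the control end. Without this pair, T × SS was past the threshold for 1375 genes, SS × SD for 10, T × SS × SD for 165, G × SS × T for 22, G × SS × SD for 21, the interaction of all 4 factors for 37 and SS for 5331 (a setting chosen after seeing the data).

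Permuting the traits of the 24 plots gave as many genes correlated with both SN and TSW as found in 1 of 100 draws at 7 DAF and in 3 of 100 draws at 14 DAF, the real one included. The highest permuted numbers were 543 and 950. Differences between the 8 groups of plots were tested as the cause. With the group means removed, the number of genes correlated with SN at 7 DAF was 430 against 2464 over all plots, as many as in 16 of 100 draws permuted within the groups, and that for TSW was 89 against 2773 (77 of 100 draws). At 14 DAF it was 1158 against 1291 for SN (11 of 100 draws) and 183 against 2136 for TSW (39 of 100). The median size of r of the named TFs with both traits fell to 0.127 with group means removed, from 0.598 over all plots. At 7 DAF and for the named TFs, these values are consistent with correlations that arise between the groups of genotype, sowing date and S–S ratio. At 14 DAF, differences between the groups cannot be told apart from relations within them, since the number for SN hardly fell while draws within the groups gave as many. The single-trait numbers were added after the number for both traits had been seen to be 0.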
